# Soy Formula Is Not Estrogenic and Does Not Result in Reproductive Toxicity in Male Piglets: Results from a Controlled Feeding Study

**DOI:** 10.3390/nu14051126

**Published:** 2022-03-07

**Authors:** Martin J. J. Ronis, Horacio Gomez-Acevedo, Kartik Shankar, Leah Hennings, Neha Sharma, Michael L. Blackburn, Isabelle Miousse, Harry Dawson, Celine Chen, Kelly E. Mercer, Thomas M. Badger

**Keywords:** infant formula, soy, pig, testis, estradiol, genistein

## Abstract

Soy infant formula which is fed to over half a million infants per year contains isoflavones such as genistein, which have been shown to be estrogenic at high concentrations. The developing testis is sensitive to estrogens, raising concern that the use of soy formulas may result in male reproductive toxicity. In the current study, male White-Dutch Landrace piglets received either sow milk (Sow), or were provided milk formula (Milk), soy formula (Soy), milk formula supplemented with 17-beta-estradiol (2 mg/kg/d) (M + E2) or supplemented with genistein (84 mg/L of diet; (M + G) from postnatal day 2 until day 21. E2 treatment reduced testis weight (*p* < 0.05) as percentage of body weight, significantly suppressed serum androgen concentrations, increased tubule area, Germ cell and Sertoli cell numbers (*p* < 0.05) relative to those of Sow or Milk groups. Soy formula had no such effects relative to Sow or Milk groups. mRNAseq revealed 103 differentially expressed genes in the M + E2 group compared to the Milk group related to endocrine/metabolic disorders. However, little overlap was observed between the other treatment groups. These data suggest soy formula is not estrogenic in the male neonatal piglet and that soy formula does not significantly alter male reproductive development.

## 1. Introduction

Breastfeeding is the best choice for infant nutrition, and the American Academy of Pediatrics (AAP) suggests exclusive breastfeeding [1,2]. However, many women are unable to breastfeed and utilize infant formulas. AAP recommends feeding infant formulas for the first year. Of those infants fed formula, cow’s milk formula accounts for 69%, followed by soy formula at 12% [3]. Soy foods have been safely consumed in China and other Far Eastern countries for thousands of years. Moreover, soy infant formulas have been widely utilized for over 50 years, and many clinical studies report normal growth and development in infants consuming soy formula [4,5,6,7,8]. Nevertheless, some have suggested that soy formula use can result in adverse reproductive health outcomes out of concern for estrogen-like effects resulting from the presence of isoflavone polyphenols such as genistein bound to the soy protein [9,10,11,12]. As a result, in 2011, the National Toxicology Program raised its level of concern about the potential reproductive toxicity of soy formula from negligible to minimal [13]. Isoflavones are similar structurally to 17β estradiol (E2) [14,15]. Genistein has been shown to be estrogenic in certain species and/or at high concentrations in cell culture [5,14,16,17]. In addition, genistein and the other soy-associated isoflavones, daidzein and equol, have the capacity to bind weakly to estrogen receptors (ERs) α (ESRA) and β (ESRB), with a preference for ESRB [18,19,20]. These compounds are considered endocrine-disrupting compounds, which have the potential to interfere with reproductive development and fertility [21].

Testicular Sertoli, Leydig, and germ cells express ESRA and ESRB [18,22,23], and exposure to estrogens during early male development is well-known to interfere with growth and development of the testis, suppress androgen production, and reduce fertility [24]. With respect to soy isoflavones, Wisniewski et al. [25] reported that dietary genistein fed through gestation and lactation reduces testis size and testosterone concentrations in rats and disrupts reproductive behavior in adulthood. More recently, Meena et al. [26] have reported prenatal, i.p., genistein exposure-reduced fertility in adult male rats associated with a deterioration of testicular architecture, dose-dependent reductions in sperm production, and decreased plasma testosterone. In addition, Sharpe and co-workers [11,12] reported reduced serum testosterone and increased Leydig cell numbers in marmoset monkeys following postnatal feeding of soy infant formula, although no lasting effects were observed at adulthood.

In contrast, we have reported no effects on development of male reproductive organs or effects on fertility in rats fed soy protein isolate (SPI), the sole protein source in soy infant formula, throughout development [5,27]. Moreover, we have observed different gene expression profiles in many estrogen-responsive organs of adult and prepubertal rats and in the mammary glands of female neonatal piglets after feeding SPI and soy infant formula relative to those elicited by E2 [28,29,30,31,32,33,34]. These data suggest that the endocrine effects of soy products and E2 differ significantly.

The neonatal piglet is a good surrogate for many aspects of infant physiology and nutrition [34,35,36]. Piglets can be fed commercially available infant formulas. In the current study, we utilized this model to test the hypothesis that soy formula or supplementation of cow’s milk formula with genistein at levels found in soy formula, would activate ER-signaling pathways in the testis, resulting in feminization, and the results determined whether that hypothesis should be rejected. Therefore, groups of male piglets aged two days were fed either cow’s milk formula, cow’s milk formula supplemented with genistein at levels producing serum concentrations similar to those of soy formula-fed infants, soy formula, or sow milk via bowl feeding until postnatal day (PND) 21. To serve as positive control, an additional group was fed cow’s milk formula supplemented with E2 to activate ER signaling pathways for comparison purposes.

## 2. Materials and Methods

### 2.1. Animal Experiments

Piglets were housed at the Arkansas Children’s Hospital Research Institute (ACHRI). Animal maintenance and experimental treatments were conducted in accordance with the ethical guidelines for animal research established and approved by the Institutional Animal Care and Use Committee at the University of Arkansas for Medical Sciences. A detailed description of this protocol has been previously reported, and additional data from this study has been previously published [34]. In brief, litters containing 8–11 piglets from Dutch Landrace Duroc sows fed a soy-free diet were used. Piglets were selected at random from many different litters born on the pig farm on the same day to form the different diet groups and to avoid litter effects. At birth, male piglets were allowed to suckle at the farm for 2 days, then transferred to the animal facility at ACHRI. Piglets were then randomly assigned to one of 5 groups and fed commercially obtained sow milk by bowl feeding (Sow, *n* = 5), a cow’s milk-based formula (Milk, *n* = 6) (Similac Advance powder, Ross Products, Abbott Laboratories, Abbott Park, IL, USA), a soy-based formula (Soy, *n* = 6) (Enfamil Prosobee Lipil powder, Mead Johnson Nutritionals, River Point, Chicago, IL, USA), the same cow’s milk-based formula (Similac Advance, Ross Products, Abbott Laboratories, Abbott Park, IL, USA) supplemented with 2 mg/kg/d E2 (M + E2, *n* = 6) as a positive control, or the Similac Advance with pure genistein (84 mg/L diet) (M + G, *n* = 6) to produce serum levels comparable to those found in soy formula-fed piglets and infants for 21 days. Formula diets were modified to meet the needs of the growing pig. A detailed description of the nutrient composition of the sow milk and formula diets has previously been published [35]. Piglets were all housed individually and trained to drink from small bowls on a fixed schedule: the first week was every 2 h, the second week was every 4 h, and the third week was every 6 h, to provide 1.04 MJ/kg/d until day 21. In the M + E2 group, E2 was added to the food bowls at each feeding to achieve the serum E2 concentrations achieved in peripubertal piglets (15.6–30 pmol/L) [34]. In the M + G group, genistein was added to the food bowls to achieve a concentration (84 mg/L of diet) that was comparable to the genistein concentrations in SPI, 54 mg/L, (Dupont Nutrition and Biosciences, St. Louis, MO, USA). Piglets were euthanized after anesthetization, 6–8 h after the final feeding period. Blood was collected, and serum was stored at −20 °C until analysis for isoflavones and hormones. Testis, prostate, and numerous other tissues were weighed, and tissue samples were fixed in formalin or snap-frozen in liquid nitrogen and stored at −70 °C until analysis.

### 2.2. Serum Soy Isoflavones

Serum isoflavones were extracted and analyzed by LC-MS as previously published [34].

### 2.3. Serum Hormones

Follicle stimulating hormone (FSH) and luteinizing hormone (LH) and testosterone concentrations were measured using ELISA kits, NB-ES0109, BG-POR11481, and NB-ES104, respectively, from Novateinbio (Cambridge, MA, USA). Androstenedione and progesterone were measured using ELISA kits 07-109202 and 07-170102 from MP Biomedicals (Solon, OH, USA). Dihydrotestosterone (DHT) was measured using kit DSL-9600 from Diagnostic Systems Labs Inc. (Webester, TX, USA), and dehydroepiandrosterone (DHEA) and DHEA-sulfate (DHEA-S) concentrations were also measured by ELIA kits PN0980 and PN0953 from TSZ (Framingham, MA, USA). E2 concentrations were measured using a customized MULTI-SPOT^®^96-well Custom Steroid Hormone Panel Plate (Lot # Z0055407, Meso Scale Diagnostics, Rockville, MD, USA) using the MESO SQ120 QuickPlate instrument.

### 2.4. Testis Morphology and Cellularity

Bouin’s fixed testis were sectioned, paraffin-embedded, and stained with H&E. Testicular morphology (tubular volume/total volume) and cellularity (numbers of Leydig, Sertoli, and germ cells) were assessed in a blinded fashion in 3 fields from 4 different 1.5 × 1.5 cm sections per animal by a veterinary pathologist (L.H.) as described by Lanning et al. [36].

## 3. Gene Expression Analysis by mRNAseq

Total RNA was isolated from frozen testes through RNeasy-mini columns (Qiagen, Valencia, CA, USA), including on-column DNAse digestion. cDNA library construction from the mRNA was carried out using NEB-Next reagents (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s instructions. Sequencing of the cDNA Libraries was performed with the Genome Analyzer IIX using the TruSeq v5 reagents (Illumina Inc., San Diego, CA, USA). For details of cDNA library preparation and sequencing procedures, please refer to Ronis et al. [37]. On average, approximately 10 million 36 bp single-end reads per sample were generated. The FASTQ files with raw data were submitted to the National Center for Biotechnology Information (NCBI) Sequence Read Archive database (SRA) under the accession numbers GSE168627.

Nucleotides below Q25 or reads containing more than two ambiguous nucleotides were removed before sequence alignments performed by the CLC Genomics Workbench version 20.01 (QIAGEN Bioinformatics, Redwood City, CA, USA). For gene expression calculation, reads were first mapped to a custom, manually curated nonredundant (NR) 13,547 gene library [38]. The sequences of these genes are in the Porcine Translational Research Database (PTR, http://tinyurl.com/hxxq.3ur, accessed on 10 January 2022). The remaining unmapped reads were mapped again to the Ensembl pig genome build 11.1 (WG) in search of expressed genes that are not covered by the PTR database.

Transcriptomes built from the mapping results were subjected to differential expression analysis. 

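Correlations between libraries were computed from the number of reads that the authors deposited for each gene and each of the 15 testis libraries. For every pair of libraries, Pearson's r was taken across genes on log2 CPM (prior count 1), for the 15328 genes that passed the expression filter over the 15 libraries. Genes are not independent replicates, so no p-value goes with these correlations. Of the 105 pairs, 4 had r below 0.9, and Sow 2 was 1 of the libraries in each of these 4 pairs. Sow 2 had r = 0.887 with Milk 3, r = 0.865 with Soy 3, r = 0.887 with M + E2 1 and r = 0.885 with M + E2 2. With the other Sow libraries its r was 0.968 and 0.973, and the median over all pairs was 0.958. Over all 27053 genes with a read in some library, the alternative that moved this result most, 0 pairs had r below 0.9 and the lowest r was 0.948.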

Group correlations estimated by the Pairwise method (JMP Genomics, version 9, SAS, Cary, NC, USA) showed that sample “Sow 2” had correlation values below 0.9. Therefore, it was excluded from further analysis. The statistical analyses were carried out with the exact tests from the Bioconductor package “edgeR” (version 3.30.0; run on RStudio, version 4.0.3, Boston, MA, USA) [39]. Genes were considered differentially expressed with the thresholds of a false discovery rate (FDR) ≤ 0.05 and an absolute fold change ≥ 2.0. Pathway analysis was carried out with DAVID (https://david.ncifcrf.gov/) (accessed on 10 January 2022) to explore KEGG pathways.

## 4. mRNAseq Confirmation by Real-Time RT-PCR

Real-time RT-PCR was used to confirm expression changes of some genes regulated by E2, feeding of soy vs. milk formula or regulated by genistein. For each sample, total RNA was reverse-transcribed into cDNA and subsequent real-time RT-PCR analysis was carried out using SYBR green and ABI 7500 sequence detection system (Applied Biosystems, Waltham, MA) as described previously [35]. Gene expression was analyzed for each piglet using the 2^−∆∆ct^ method relative to a housekeeping gene 18S gene amplification and expressed as fold change compared with the Sow group. Primer sequences for: Star F 5′-TGCTCAGCATTGACCTCAAGGGAT-3′, R 5′-TTTCGAAGGTGATTGGCAAACTCC-3′; Cyp17a1 F 5′-GGTGCCCAGACCACAATTTA-3′, R 5′-CTTTACCACAGAGGCAGAAGTC3′, and Cyp19 F 5′GAATTCATGAGGGTCTGGATAGG-3′, R 5′-CCAAATCGGCACGTGTAATG-3′.

## 5. Statistical Analysis

All experimental outcomes other than the data from mRNAseq analysis are summarized as mean ± SE. Differences in isoflavone concentrations between Soy and M + G groups were determined by 2-tailed Student’s *t*-test, *p* < 0.05. With respect to body weight, tissue weight, testis morphology, hormone concentrations and real-time RT-PCR gene expression, comparisons between sow and the formula diets and between MILK and M + E2 or M + G supplemented groups were accomplished by one-way ANOVA followed by a Student-Newman-Keuls post hoc analysis *p* < 0.05 except in cases of non-normal distribution where statistical differences between groups was verified by one-way ANOVA of Ranks followed by Dunn’s post hoc analysis.

## 6. Results

### 6.1. Serum Soy Isoflavone Concentrations Detected in the Soy- and M + G-Fed Piglets

Serum isoflavone concentrations in male piglets from this study were determined by LC-MS as previously described [34]. In the Soy-fed group we detected, genistein, daidzein and small amounts of glycitein, and o-desmethylangolansin (DMA) in the serum comparable to circulating soy isoflavones, reported in infants aged 4 months consuming soy formula [15]. Genistein values were 1712 ± 212 pg/mL and daidzein values were 1673 ± 374 pg/mL (Table 1). As observed in human neonates fed soy formula, levels of serum equol (conjugated or unconjugated) were undetectable in all diet groups nor was there any evidence for the presence of the equol precursor dihydrodaidzein. We did detect genistein in the M + G group (1898 ± 515 pg/mL). Genistein concentrations between Soy and M + G groups did not differ significantly.

### 6.2. Effects of Formula Feeding, Genistein and E2 on Body and Organ Weights

Differences in body weight and testis and prostate weights in the different groups of male piglets on PND 21 at the end of feeding are shown in Table 2. Direct comparisons were made of the effects of diet between sow-fed and formula-fed piglets and between milk formula and the effects of supplementation with pure genistein or E2. No significant differences were observed in body weight. Consumption of soy formula resulted in a small increase in absolute testis weight relative to those in the Sow and Milk groups (*p* < 0.05). However, significance was lost when corrected for body weight. E2 addition to cow’s milk formula significantly reduced testis size in both absolute terms and when corrected for body weight compared to all other groups (*p* < 0.05). In contrast, neither diet nor addition of genistein or E2 affected piglet prostate weight.

### 6.3. Effects of Formula, Genistein, and E2 on Endocrine Parameters in Neonatal Male Piglets

Differences between treatment groups in serum gonadotropins and androgen concentrations are shown in Table 3. Effects on additional gonadal and adrenal steroids are shown in Table 4. Both feeding soy formula and addition of genistein to milk formula resulted in significant increases in serum FSH concentrations relative to soy milk- or cow’s milk-fed groups (*p* < 0.05). In contrast, addition of E2 to milk formula had the opposite effect and the Milk + E2 group had lower serum FSH than the Milk + Genistein group (*p* < 0.05). (Table 4).

No significant effects of formula feeding, genistein, or E2 were observed on serum LH concentrations, which were low and quite variable. The testosterone precursor androstenedione was slightly lower in cow’s milk formula-fed piglets compared to that in sow milk- or soy milk-fed animals (*p* < 0.05), and this was reduced further by addition of E2. Likewise, serum testosterone concentrations were significantly suppressed by E2 treatment relative to all other treatment groups (*p* < 0.05). No significant effects of formula feeding, genistein, or E2 treatment were observed on serum concentrations of DHT (Table 3). As far as effects of diet on other steroids are concerned, feeding either formula reduced serum progesterone concentrations relative to that when feeding with sow milk (*p* < 0.05) (Table 4). No significant effects of diet were observed on serum concentrations of E2 or estrone or the adrenal steroid DHEA (Table 4). However, soy formula did slightly elevate circulating concentrations of the major prepubertal steroid hormone DHEA sulfate (DHEA-S) (*p* < 0.05) (Table 4). Addition of genistein to cow’s milk formula had no significant effects on any of these steroids. However, as expected, addition of E2 to milk formula resulted in substantial increases in circulating E2 and its metabolite estrone (Table 4).

### 6.4. Effects of Formula Feeding, Genistein, and E2 on Testicular Morphology and Cellularity in Neonatal Male Piglets

Effects of neonatal diet on testis morphology are shown in Figure 1. Although tubule area/total area was reduced (*p* < 0.05) in soy formula-fed piglets relative to those of the sow milk-fed group, this parameter did not differ significantly between the two formula-fed groups. In contrast, addition of E2 to milk formula resulted in a significant increase in tubule area/total area relative to those of the cow’s milk formula group (*p* < 0.05). Addition of genistein resulted in no significant effect relative to feeding cow’s milk by itself (Figure 1). No significant effects of either formula or addition of E2 or genistein to cow’s milk formula were observed.

Effects on testicular Leydig cell number are shown in Figure 2. Formula feeding from either cow’s milk or soy both resulted in reduced Sertoli cell numbers relative to feeding sow milk (*p* < 0.05) but soy formula and cow’s milk formula groups did not differ significantly (Figure 3).

In contrast, E2 treatment increased Sertoli cell number in the M + E2 group vs. the Milk group (*p* < 0.05), while addition of genistein had no effect (Figure 3). Consumption of cow’s milk formula reduced germ cell numbers relative to those with soy formula feeding (*p* < 0.05) and feeding of sow milk, while sow and soy formula groups did not differ significantly. In contrast, germ cell numbers were increased by addition of E2 (*p* < 0.05) to cow’s milk formula relative to those of the Milk group (Figure 3).

### 6.5. Effects of Formula Feeding, Genistein, and E2 on Expression of mRNAs Encoding Steroid Biosynthetic Enzymes in Neonatal Male Piglet Testis

Given the suppression of piglet testicular growth and circulating androgenic steroids following E2 supplementation of cow’s milk formula, we examined the expression of testicular steroidogenic enzymes by real-time RT-PCR. These data are shown in Figure 4 and Figure 5. mRNA encoding the steroidogenic acute regulatory protein (StAR), which regulates cholesterol transport within the mitochondria and which is considered a rate-limiting step in steroid synthesis, was suppressed in the M + E2 group relative to that in the Milk and M + G groups (*p* = 0.099), but its expression was completely unaffected by either formula diet relative to that of piglets fed sow milk (Figure 4).

In contrast, no significant effects of neonatal diet, E2, or genistein supplementation were observed on expression of pregnenolone synthase (CYP11A1) (Figure 4) or steroid 17α-hydroxylase/17–20 lyase (CYP17A1) (Figure 5). In contrast, E2 supplementation of cow’s milk formula resulted in suppression of expression of aromatase (CYP19) mRNA (*p* < 0.05), which encodes the enzyme converting androgens to estrogens. No effects of neonatal diet or genistein supplementation were observed on CYP19 mRNA expression (Figure 5).

### 6.6. RNAseq Analysis of Male Piglet Testis

RNAseq analysis was conducted on RNA extracted from the testes of all experimental groups. 

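Testis RNA of 15 male piglets, 3 from each of the 5 diet groups, was sequenced. From postnatal day 2 to sacrifice on day 21 the piglets received sow milk (Sow), cow's milk formula (Milk), soy formula (Soy), or cow's milk formula with E2 at 2 mg/kg/d (M + E2) or with genistein at 84 mg/L (M + G). For each library the authors deposited the number of reads counted on each gene, without normalization for library size or gene length. The table lists 30476 Ensembl genes, of which 16446 carry a gene symbol and 14030 an Ensembl identifier alone. Expression of the gene library of the Porcine Translational Research Database was not analysed here. The sample labels number the 3 libraries of every group, but the column names of 1 Sow and 1 Soy library carry no number. These are called Sow unnumbered and Soy unnumbered. Between 6097552 and 9488579 reads per library were counted on genes, with a median of 8198038. The group medians were 8740828 reads for Sow, 7647978 for Milk, 8404443 for Soy, 7218187 for M + E2 and 8367726 for M + G. Counts were normalized for library size by edgeR's TMM method. Groups were compared with edgeR's quasi-likelihood test in a single fit of all 5 groups, for the 15634 genes that passed edgeR's expression filter (minimum count of 10). Sow 2 was left out of this fit, as in the paper, because of its correlations below 0.9, so Sow has n = 2. Genes were called differentially expressed at an adjusted p of 0.05 or less (Benjamini-Hochberg) and a change of at least 2-fold in either direction, the thresholds of the paper. The paper's own test, edgeR's exact test, was run as an alternative. Here it was run on the pair of groups compared, which the paper does not specify. Levels are CPM, given as mean ± SD, and positions are those of Sscrofa11.1. Where every library of a group had 3 reads or fewer on a gene, the change is a lower bound set against 3 reads per library, which covers counting error only.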

Principal component analysis on the log scale for RPKM values revealed that all the experimental groups were different. 

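Principal component analysis was run here on log2 CPM of all 15 libraries, since the deposited values are counts, with genes centred and not scaled. The first component held 43.7% of the variance and the second 17.2%. Diet group accounted for 47.0% of the sum of squares over all genes (pseudo-F = 2.22, permutation test over the 15 libraries, one-sided, p = 0.00761). Leaving out Sow 2 moved this result most, to a share of 40.9% (permutation p = 0.0468). On the first component the mean score was −60.9 ± 30.4 (SD, n = 3) in Sow, −2.11 ± 38.0 in Milk, 10.1 ± 38.5 in Soy, 34.0 ± 11.2 in M + E2 and 19.0 ± 10.1 in M + G. Each of the 10 pairs of groups was also compared by an exact permutation test of pseudo-F, one-sided, for which 3 libraries against 3 allow no p below 0.1. This smallest p was reached by 6 of the 10 pairs (adjusted p = 0.167, Benjamini-Hochberg over the 10 pairs).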

Cow’s milk and soy formula groups did not segregate together but were both very different from the sow milk group. 

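Sow was separated from Milk with a pseudo-F of 2.36 and from Soy with a pseudo-F of 3.16, and in both cases the real grouping gave the largest value of the 10 possible splits (exact permutation p = 0.1). Milk and Soy had a pseudo-F of 0.606 (exact permutation p = 0.8), and 8 of the 10 splits of these libraries gave a value as large. The mean distance over all genes, in log2 CPM, was 81.9 between a Milk and a Soy library, 93.9 between Milk libraries and 83.2 between Soy libraries. First-component scores ran from −29.8 to 41.2 in Milk and from −30.2 to 46.3 in Soy.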

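The pseudo-F against Sow was 6.99 for M + E2 and 4.63 for M + G, each the largest of the 10 splits (exact permutation p = 0.1). Against Soy it was 1.72 for M + E2 (exact permutation p = 0.1) and 0.745 for M + G (exact permutation p = 0.8). A library of M + G lay at a mean distance of 73.5 from a Soy library and of 69.3 from another M + G library. Between M + E2 and M + G the pseudo-F was 1.67 (exact permutation p = 0.1). Against Milk, M + E2 had a pseudo-F of 1.94 (exact permutation p = 0.2) and M + G of 0.757 (exact permutation p = 0.7). The splits for M + G ignore that the replicate numbers may pair its libraries with those of Milk. Neither the labels nor the paper state such a pairing. No test within such pairs was run, so this p cannot rule out a difference within pairs.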

Addition of either E2 or genistein to cow’s milk resulted in different RNA expression relative to that of the Sow, but neither pattern was similar to that of the soy formula group (Figure 6). Primary direct comparisons were made between the Sow group and other treatments. 

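Relative to Sow without Sow 2, 781 genes were called differentially expressed in M + E2, of which 225 were higher and 556 lower. In M + G there were 9 such genes (3 higher, 6 lower) and in Soy 2, both lower. At an unadjusted p below 0.05 there were 5284 genes in M + E2, 3684 in M + G and 2344 in Soy. For 9727 genes (62.2%) every M + E2 library lay above or below both Sow libraries, where chance gives 20% for 3 libraries against 2. With all 3 Sow libraries the calls numbered 2767 in M + E2, 1585 in M + G and 4 in Soy. The count for M + E2 rested on all 3 of its libraries, since leaving out any 1 of them left 6 calls. Without M + G 2 or without M + G 3 there was 1 call in M + G, and without Soy 2 there were 0 in Soy (1617 at an unadjusted p below 0.05). The exact test called 1887 genes in M + E2, 955 in M + G and 54 in Soy. In 20 simulated draws of unchanged groups, built from the residuals of whole libraries, the quasi-likelihood test made 0 calls in M + E2 in 19 draws and 1182 in the remaining 1, and as many calls as the real groups in 0 draws for M + G and in 2 for Soy. Over all alternatives the count of M + E2 ran from 0 with the mean level of ribosomal protein transcripts as a covariate, chosen after the data were seen (1979 at an unadjusted p below 0.05), to 3324 with Sow 2 in place of Sow 3.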

A comparison between groups of genes regulated by more than two-fold showed some overlap between E2 and genistein groups relative to the Sow group, but very little overlap between the E2 and soy formula group (Figure 7).

Only 75 of 2555 regulated genes relative to Sow (2.9%) were in common between the E2-treated and soy-fed groups. 

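Both genes called in Soy, PHYHIPL and ENSSSCG00000048477, were also called in M + E2 and changed in the same direction. They made up 0.256% of the M + E2 calls, and 0.0999 shared genes would be expected if the calls were unrelated. PHYHIPL (ENSSSCG00000039215, chromosome 14 from 62525915 to 62630383) had 40.2 ± 21.4 CPM (SD, n = 2) in Sow, 1.49 ± 1.21 (n = 3) in M + E2 and 1.70 ± 0.448 (n = 3) in Soy. Its log2 fold change was −4.85 (standard error 0.573, adjusted p = 0.00438, edgeR's quasi-likelihood test) in M + E2 and −4.56 (standard error 0.559, adjusted p = 0.0115) in Soy. With all 3 Sow libraries (41.5 ± 15.3 CPM, n = 3) these were −4.83 and −4.59. ENSSSCG00000048477, listed without a symbol, had 17.4 ± 10.1 CPM (SD, n = 2) in Sow and 0.802 ± 0.331 (n = 3) in Soy, a log2 fold change of −4.45 (standard error 0.467, adjusted p = 0.00385, same test). PHYHIPL lost its call in Soy without any 1 of the Soy libraries (adjusted p from 0.0693 to 0.103), and ENSSSCG00000048477 without Soy 2 (adjusted p = 0.0699). Both also lost it when the fit held only the 2 groups compared (adjusted p = 0.119, same test). With the exact test 33 genes were shared, 1.75% of the M + E2 calls and 61.1% of the Soy calls. Both comparisons use the same Sow libraries, which by itself makes their fold changes resemble each other. Across genes, which are not independent replicates, the log2 fold changes of M + E2 and Soy had r = 0.727, and 81.8% had the same sign. In 20 simulated draws of unchanged groups against shared Sow libraries, built from the residuals of whole libraries, the median r was 0.618, the largest 0.886 and the median share of equal signs 72.1%. These draws shared at least as many calls as the real groups in 1 of 20 with the quasi-likelihood test (largest 486, median 0) and in 2 of 20 with the exact test (largest 761, median 0).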

There were 896 of 2555 regulated genes (35%) in common between E2- and genistein-supplemented groups. 

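Of the 9 genes called in M + G relative to Sow, 8 were called in M + E2 as well, all in the same direction, and TAGLN3 was the exception. These 8 were 1.02% of the M + E2 calls, with 0.450 shared genes expected if unrelated. With all 3 Sow libraries 1242 genes were shared, 44.9% of the M + E2 calls and 78.4% of the M + G calls (286 expected). With the exact test 674 were shared, 35.7% of the M + E2 calls and 70.6% of the M + G calls. Across genes the log2 fold changes of both comparisons had r = 0.798, and 84.3% had the same sign. The simulated unchanged groups gave a median r of 0.644, a largest r of 0.849 and a median share of 74.6%, and at most 0 shared calls with the quasi-likelihood test and 17 with the exact test. APLN (ENSSSCG00000048443, chromosome X from 106236746 to 106246563) had 90.9 ± 10.4 CPM (SD, n = 3) in M + G and 29.6 ± 0.995 (n = 2) in Sow, a log2 fold change of 1.58 (standard error 0.252, adjusted p = 0.0497, edgeR's quasi-likelihood test). GPR4 (ENSSSCG00000037184, chromosome 6 from 51968310 to 51979931) rose from 3.90 ± 0.945 to 12.1 ± 0.896 CPM (log2 fold change 1.60). Among the lower genes, the log2 fold change in M + G was −4.27 for PHYHIPL, −2.04 for TAGLN3 (ENSSSCG00000037190, adjusted p = 0.00940, same test) and −1.39 for TXNIP (ENSSSCG00000031262). APLN, GPR4, TAGLN3 and TXNIP lost their calls without any 1 of the M + G libraries, and PHYHIPL without M + G 2 or M + G 3 (adjusted p from 0.0784 to 0.209 for these genes, same test). The mean in Milk was 81.4 CPM for APLN, 8.15 for GPR4, 2.04 for PHYHIPL, 7.23 for TAGLN3 and 344 for TXNIP. Each differed from Sow in the same direction as in M + G, so these changes were present without genistein as well.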

Seventy-five of 94 soy formula-regulated genes relative to Sow (80%) were also regulated by genistein, but these only represented 6% of genistein-regulated genes. 

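The 2 genes called in Soy were also among the 9 called in M + G, 22.2% of the latter, with 0.00115 shared genes expected if unrelated. With all 3 Sow libraries 3 of the 4 Soy calls were shared, which was 0.189% of the M + G calls. With the exact test 33 of the 54 Soy calls were shared with M + G, or 3.46% of the M + G calls, where 3.56 genes would be expected. The log2 fold changes of Soy and M + G had r = 0.818 across genes with 86.1% of signs equal, and the simulated unchanged groups gave a median r of 0.715 (largest 0.861) with 76.9%. Their largest number of shared calls was 0 with the quasi-likelihood test and 272 with the exact test, where 1 of the 20 draws shared at least as many as the real groups (median 0).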

The top KEGG pathways for the E2-supplemented group relative to the sow group were oxidative phosphorylation and ribosome, but other pathways such as metabolism of xenobiotics by cytochrome P450 and steroid biosynthesis were also affected (*p*-value < 0.1) (Table 5). 

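Pathways were examined with lists of gene symbols written before the data were examined, since no KEGG table was used here. The lists were tested with camera from limma (preset inter-gene correlation of 0.01, adjusted over 17 list and comparison pairs). All 60 tested genes of oxidative phosphorylation encoded in the nucleus were lower in M + E2 than in Sow, with a median log2 fold change of −1.18 (camera, adjusted p = 2.94e-25), and −1.44 with all 3 Sow libraries. Of these, 27 were called against 3.00 expected (Fisher's exact test, adjusted p = 1.46e-18), and 50 passed an adjusted p of 0.05 when adjusted over the list alone against 33 over all genes. Fisher's test takes genes as independent, but these genes move together across libraries, so its p does not measure the spread between piglets. All 51 tested ribosomal protein genes were lower, with a median of −1.04 (camera, adjusted p = 8.38e-13). In this list 2 genes were called, against 2.55 expected, and 28 passed when adjusted over the list alone. The sterol biosynthesis list had a median of −0.67 with 14 of 14 genes lower (camera, adjusted p = 0.000424), 4 called against 0.699 expected, and 6 adjusted over the list alone, and the median was −1.05 with 11 of 14 genes lower with Sow 2 in place of Sow unnumbered. For xenobiotic metabolism by cytochrome P450 the median was −0.66 with 19 of 23 genes lower (camera, adjusted p = 0.000685), 6 called against 1.15 expected, and 10 adjusted over the list alone. Over all comparisons 15 of the 17 list and comparison pairs were called by camera, and 10 of these also by fry, which estimates the correlation between genes, though each of the 10 lost its fry call in at least 1 of the fits that left out 1 library. Under fry the adjusted p against Sow was 0.0319 for oxidative phosphorylation, 0.0620 for ribosome, 0.0445 for sterol biosynthesis and 0.0319 for xenobiotic metabolism, and it exceeded 0.05 for all 4 lists without M + E2 2 or M + E2 3. For ribosome it also exceeded 0.05 without M + E2 1. The ribosome list passed fry with all 3 Sow libraries (0.0345) and with Sow 2 in place of Sow unnumbered (0.0428) or Sow 3 (0.0399). With the ribosomal covariate, chosen after the data were seen, the camera adjusted p was 1.75e-19 for oxidative phosphorylation and 0.0506 for xenobiotic metabolism. The levels of the first pair of lists are plotted by diet group.

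**Figure D1:**
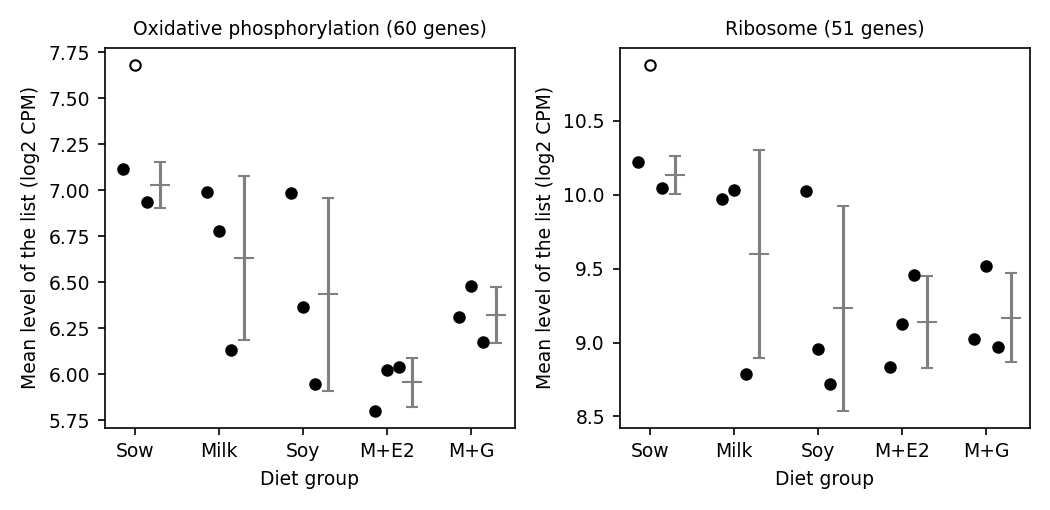
Mean level (log2 CPM) of 60 oxidative phosphorylation genes (left) and 51 ribosomal protein genes (right) in each of the 15 testis libraries, by diet group. Points are libraries (open point: Sow 2), and bars are the mean and SD without Sow 2. For oxidative phosphorylation the M + E2 libraries lie between 5.80 and 6.04, and the Sow libraries between 6.94 and 7.68.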

Excel files reporting up- and downregulated testicular genes by E2, GE, and soy vs. sow formula-fed are found in Tables S1–S3, and all the RNAseq data are publicly available via the NCBI SRA database (GSE 1688627). The most upregulated gene in E2 was mysterin (RNF213), which contains an AAA domain associated with ATPase activity and has been recently reported as a regulator of cytoplasmic lipid droplets [40]. 

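RNF213 was not analysed here. Among the called genes with a symbol whose M + E2 libraries all lay above both Sow libraries, the 3 with the largest fitted fold changes were SLC4A1, LINGO1 and SIX2. LINGO1 (ENSSSCG00000001872, chromosome 7 from 57684591 to 57890121) had 42.4 ± 5.98 CPM (SD, n = 3) in M + E2 and 4.52 ± 2.16 (n = 2) in Sow, a log2 fold change of 3.17 (standard error 0.350, adjusted p = 0.00438, edgeR's quasi-likelihood test), and 3.51 with all 3 Sow libraries. SLC4A1 (ENSSSCG00000017358) had 4, 11 and 48 reads in the M + E2 libraries and at most 3 in each Sow library, and was at least 6.20-fold higher (adjusted p = 0.0469, same test), or at least 2.60-fold without M + E2 3. SIX2 (ENSSSCG00000008446) had 9, 11 and 11 reads against at most 2, and was at least 3.39-fold higher (adjusted p = 0.0421, same test). SLC4A1 and SIX2 lost their calls without any 1 of the M + E2 libraries (adjusted p from 0.0682 to 0.126), and all 3 genes with the ribosomal covariate (adjusted p from 0.0575 to 0.274, same test).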

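FOXL2 (ENSSSCG00000028562, chromosome 13 from 79708693 to 79709825) had 3, 3 and 7 reads in the M + E2 libraries and 0 in each of the 3 Sow libraries. Its level in M + E2 was 0.519 ± 0.196 CPM (SD, n = 3), at least 1.36-fold higher than in Sow. These counts were too low for the expression filter. Without the filter the adjusted p was 0.0944 (unadjusted p = 0.00976, edgeR's quasi-likelihood test), so FOXL2 was not called. Of the other formula-fed groups, Milk had 0 to 1 reads per library, Soy 0 to 3 and M + G 0.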

Another highly induced mRNA by E2 was the transcription factor FOXL2, which has been shown to be important in female sex determination [41].

E2 downregulated genes included the immune regulators GZMA and LECT2 [42,43,44,45]. 

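The table lists 2 copies of GZMA, between which reads could be split, so their values are uncertain. GZMA_2 (ENSSSCG00000016903) had 0, 0 and 2 reads in M + E2 and 16 and 12 in Sow (12 in Sow 2), and was at least 4.74-fold lower in M + E2 (adjusted p = 0.0440, edgeR's quasi-likelihood test). It lost its call without any 1 of the M + E2 libraries (adjusted p from 0.0682 to 0.133, same test). GZMA_1 (ENSSSCG00000016902) had 2, 0 and 1 reads in M + E2 and 4 and 3 in Sow, and was below the expression filter. LECT2 (ENSSSCG00000014315, chromosome 2 from 138109537 to 138120285) had 1.21 ± 0.316 CPM (SD, n = 3) in M + E2 and 2.11 ± 0.620 (n = 2) in Sow, a log2 fold change of −0.84 (standard error 0.408, adjusted p = 0.163, same test). With all 3 Sow libraries (1.75 ± 0.768 CPM) it was −0.51 (adjusted p = 0.315, same test), and LECT2 was called under no setting. Among the called genes with a symbol that were lower in every M + E2 library than in both Sow libraries, PHYHIPL, GZMA_2 and TFRC changed most. TFRC (ENSSSCG00000011848, chromosome 13 from 133976765 to 133997554) had 111 ± 14.4 CPM (SD, n = 3) in M + E2 and 662 ± 74.6 (n = 2) in Sow, a log2 fold change of −2.65 (standard error 0.389, adjusted p = 0.0209, same test). Without any 1 of the M + E2 libraries TFRC was not called either (adjusted p from 0.0655 to 0.110, same test). Its mean level was 221 CPM in Milk, 244 in Soy and 216 in M + G. TFRC was thus lower than in Sow in the groups fed formula without E2 as well.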

The most upregulated gene by soy was SMAD6, which is an inhibitor of BMPs and TGF-b signaling, and in vitro experiments showed that SMAD6 overexpression blocks BMPs-induced osteoblast and chondrocyte differentiation [46]. 

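SMAD6 (ENSSSCG00000004948, chromosome 1 from 164652602 to 164735084) had 21.5 ± 16.6 CPM (SD, n = 3) in Soy and 4.85 ± 0.408 (n = 2) in Sow. The log2 fold change was 2.14 (standard error 0.595, adjusted p = 0.320, edgeR's quasi-likelihood test), and 2.22 with all 3 Sow libraries (4.60 ± 0.531 CPM, adjusted p = 0.0651, same test). SMAD6 passed the thresholds with DESeq2's Wald test (adjusted p = 0.0482) and, in an alternative chosen after the data were seen, with edgeR's exact test on all 3 Sow libraries (adjusted p = 0.00673). Its counts were 74, 130 and 356 in the Soy libraries and 60, 249 and 134 in the Milk libraries, against 28 to 43 in Sow. Soy 3 carried much of the change, since the log2 fold change was 1.29 without it.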

Of note, men with deletions in the Y-chromosome DAZ cluster experience impaired spermatogenesis [47], and only in the M + G group did we find downregulation of the DAZ homolog (DAZL) [48].

Secondary direct comparisons were made between gene expression profiles in the M + E2, M + G, and soy formula groups vs. the Milk formula-fed group. 

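Between M + E2 and Milk 0 of the 15634 genes passed both thresholds, and the smallest adjusted p was 0.0711 (edgeR's quasi-likelihood test). At an unadjusted p below 0.05 there were 2772 genes (17.7%). For 2733 genes (17.5%) the libraries of M + E2 and Milk did not overlap, where chance gives 10% for 3 libraries against 3. The exact test called 92 genes, 48 higher and 44 lower, and DESeq2's Wald test 122. Milk 3 decided the count, since without it 1256 genes passed both thresholds.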

We identified 103 genes differentially expressed in the M + E2 group vs. Milk. Three of these genes were pig-specific, namely DMBT1L, RPL21Ps, and UNK37, and other novel genes classified as long noncoding RNA ENSSSCG00000003503, ENSSSCG00000046393, and ENSSSCG00000049464. 

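DMBT1L is paired in Table S1 with ENSSSCG00000046807, which had 9, 5 and 10 reads in M + E2 and 0, 0 and 2 in Milk, and was at least 2.53-fold higher. ENSSSCG00000011688, which Table S1 pairs with an entry of RPL21Ps, had 0, 2 and 1 reads in M + E2 and 5, 6 and 1 in Milk. ENSSSCG00000003503 had 8, 5 and 8 reads in M + E2 and 0, 2 and 4 in Milk, and ENSSSCG00000046393 had 1 read in all 15 libraries together. These 4 genes were below the expression filter. ENSSSCG00000049464 had 6.70 ± 1.16 CPM (SD, n = 3) in M + E2 and 16.4 ± 6.34 (n = 3) in Milk, a log2 fold change of −1.32 (standard error 0.285, adjusted p = 0.175, edgeR's quasi-likelihood test). It was called by the exact test (adjusted p = 0.0433), by DESeq2 (adjusted p = 0.0102) and without Milk 3 (adjusted p = 0.0204, edgeR's quasi-likelihood test). UNK37 was not analysed here.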

We conducted a pathway analysis with IPA (Figure 8). The networks related to endocrine system disorders and metabolic disorders had the larger number of members related directly or indirectly to our set. Figure 8 depicts the network with colored genes indicating the directionality of the comparison M + E2 vs. Milk. In contrast, there were only three genes highly upregulated in M + G vs. Milk, namely Defensin Beta 115 (DEFB115), Epithelial cell adhesion molecule (EPCAM), and Keratin 19 (KRT19). 

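Of the coloured genes of Figure 8, 12 were tested here. KCNJ5, MYLK3, TYRO3, AMH, CCL22 and KIT were higher in M + E2 than in Milk, and MSMO1, ITGB1, CCN3, COL12A1, KRT8 and GCA were lower. None of the 12 was called, with adjusted p from 0.175 to 0.486 (edgeR's quasi-likelihood test). The exact test called 9 of them, all but TYRO3, ITGB1 and COL12A1 (largest adjusted p of the 9: 0.0340). Anti-Müllerian hormone (AMH, ENSSSCG00000035812, chromosome 2 from 76415564 to 76418315), a Sertoli cell product, had 1195 ± 73.7 CPM (SD, n = 3) in M + E2 and 499 ± 154 (n = 3) in Milk, a log2 fold change of 1.24 (standard error 0.275, adjusted p = 0.175, edgeR's quasi-likelihood test). MSMO1 (ENSSSCG00000008857) fell from 799 ± 396 to 239.9 ± 53.6 CPM, with a log2 fold change of −1.77 (standard error 0.379). KIT (ENSSSCG00000008842) rose from 102 ± 24.4 to 218 ± 27.4 CPM. CCN3 (ENSSSCG00000006002) had the largest change, a log2 fold change of −3.09 (standard error 1.02), but its counts in Milk were 243, 1298 and 110. ITGB1 changed least, with a log2 fold change of −0.26 (standard error 0.207), and its libraries overlapped between the groups. Without Milk 3, 9 of the 12 were called, TYRO3 among them and KRT8 not.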

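Between M + G and Milk 0 genes passed both thresholds, with 406 at an unadjusted p below 0.05, and 727 genes (4.65%) did not overlap between the groups, where chance gives 10%. The exact test called 2 genes, EPCAM and KRT14, the latter chosen after its values were seen. EPCAM (ENSSSCG00000008429, chromosome 3 from 93169800 to 93185221) had 21, 207 and 41 reads in the M + G libraries and 4, 3 and 2 in the Milk libraries. Its level was 9.61 ± 10.4 CPM (SD, n = 3) in M + G and 0.403 ± 0.173 (n = 3) in Milk, a log2 fold change of 4.57 (standard error 0.872, adjusted p = 0.940, edgeR's quasi-likelihood test). With each library left out in turn, this change ran from 3.16 to 5.01. The adjusted p of EPCAM was 0.00820 with the exact test and 0.00122 with DESeq2. DEFB115 (ENSSSCG00000007216, chromosome 17 from 35029031 to 35034148) had 3, 30 and 7 reads in M + G and 0 in each Milk library, and was at least 3.62-fold higher, or at least 1.47-fold without M + G 2. It was below the expression filter, and without the filter its adjusted p was 0.687 (unadjusted p = 0.000374, edgeR's quasi-likelihood test). For both genes M + G 2 had the highest count of all 15 libraries. KRT14 (ENSSSCG00000017448) had a log2 fold change of 2.83 (standard error 0.469, adjusted p = 0.578, edgeR's quasi-likelihood test). KRT19 was not analysed here. The counts of EPCAM and DEFB115 are plotted by diet group.

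**Figure D2:**
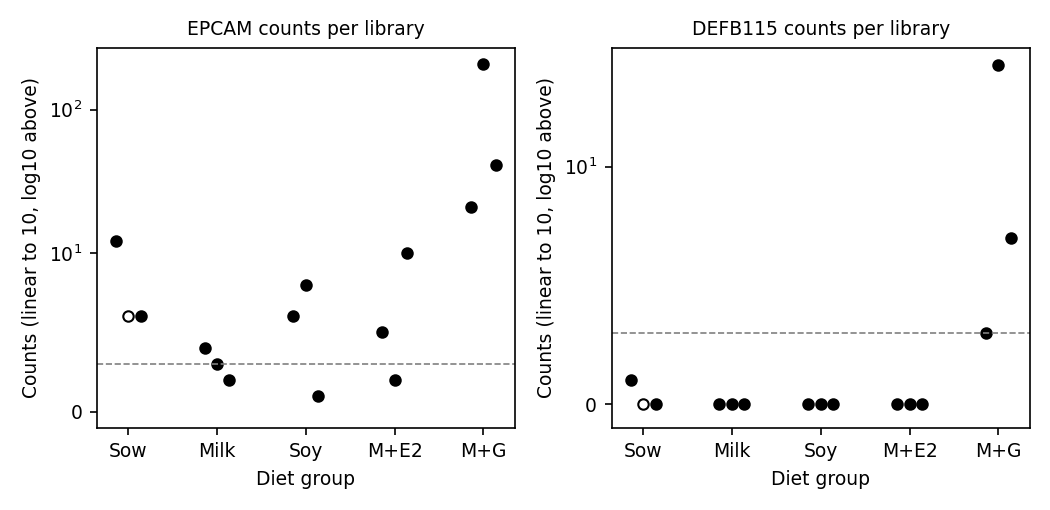
Reads counted on EPCAM (left) and DEFB115 (right) in each of the 15 testis libraries, by diet group. The axis is linear to 10 reads and logarithmic (base 10) above, the open point is Sow 2 and the dashed line marks 3 reads. M + G 2 has 207 reads on EPCAM and 30 on DEFB115.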

In rats, defensins are highly expressed in testis [49], suggesting that genistein may potentiate their expression. On the other hand, according to the Human Phenotype Oncology, EPCAM gene has been related to abnormalities of the genital system (HP: 000078). Finally, Keratin 19 gene (also known as CK19) has been shown as a biomarker for a certain type of testis tumors [50]. The comparison of Milk + E2 vs. soy formula groups revealed only four differentially regulated genes C-X-C motif chemokine ligand 13 (CXCL13), the long coding RNA ENSSSCG00000046140, Galactosidase beta 1 like 2 (GLIB1L2), and the mitochondrial gene ENSSSCG00000018062. None of these overlapped with the effects of E2 or genistein supplementation. 

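The paper words this comparison as Milk + E2 against soy formula but gives the directions with respect to milk formula, so the values of Soy against both groups are given. Between Soy and M + E2 23 genes were called, 19 higher and 4 lower in Soy, and 2028 had an unadjusted p below 0.05. ENSSSCG00000018062, paired in Table S3 with MT-TV, had 11.6 ± 0.310 CPM (SD, n = 3) in Soy and 1.50 ± 0.260 (n = 3) in M + E2, a log2 fold change of 3.01 (standard error 0.401, adjusted p = 0.0299, edgeR's quasi-likelihood test). It lost its call in 5 of the 6 fits that left out 1 library of these groups (adjusted p from 0.0558 to 0.172, same test) and kept it without Soy 3. ENSSSCG00000046140 had 1, 0 and 4 reads in Soy and 5, 54 and 158 in M + E2, a log2 fold change of −5.23 (standard error 1.64, adjusted p = 0.208, same test), and was called by DESeq2 (adjusted p = 0.0203). GLB1L2 (ENSSSCG00000015258), written GLIB1L2 in the paper, had a log2 fold change of 0.12 (standard error 0.483, adjusted p = 0.934, same test), which turned to −0.17 without Soy 2 and −0.05 without M + E2 1. Among the other called genes, GBA3 (ENSSSCG00000008754, log2 fold change 3.07), C1orf116 (ENSSSCG00000032446, 2.32) and CIB4 (ENSSSCG00000008564, 1.92) were higher in Soy, and THBS4 (ENSSSCG00000014117, −1.76), TVP23A (ENSSSCG00000027101, −1.76) and LINGO1 (−1.69) were lower. Each of these 6 also lost its call in the same 5 fits. CXCL13 was not analysed here.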

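In M + E2 relative to Milk the log2 fold change was −0.60 for ENSSSCG00000046140 (standard error 1.04, adjusted p = 0.762, edgeR's quasi-likelihood test), 1.81 for GLB1L2 (standard error 0.521, adjusted p = 0.191) and −0.14 for ENSSSCG00000018062 (standard error 0.445, adjusted p = 0.879). In M + G relative to Milk it was −0.22 for ENSSSCG00000046140 (standard error 1.03, adjusted p = 0.977, same test), 1.58 for GLB1L2 (standard error 0.521, adjusted p = 0.940) and 0.61 for ENSSSCG00000018062 (standard error 0.420, adjusted p = 0.940). None of the 3 genes was called in either comparison. For GLB1L2 the difference between these changes and the change in Soy relative to Milk was not tested beyond the comparison of Soy with M + E2.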

The former two genes were downregulated by soy formula, whereas the last two were upregulated with respect to milk formula. 

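Between Soy and Milk 0 genes passed both thresholds, with 381 at an unadjusted p below 0.05, and the exact test called 5. ENSSSCG00000046140 had 0.195 ± 0.234 CPM (SD, n = 3) in Soy and 12.3 ± 11.8 (n = 3) in Milk, where its counts were 170, 14 and 81. Its log2 fold change was −5.84 (standard error 1.62, adjusted p = 0.999, edgeR's quasi-likelihood test), and the exact test called it (adjusted p = 0.00512). GLB1L2 had 23.3 ± 7.53 CPM (SD, n = 3) in Soy and 6.21 ± 3.18 (n = 3) in Milk, a log2 fold change of 1.93 (standard error 0.522, adjusted p = 0.999, edgeR's quasi-likelihood test; 0.0555 with the exact test). ENSSSCG00000018062 had 1.65 ± 1.27 CPM (SD, n = 3) in Milk, and its log2 fold change was 2.87 (standard error 0.400, adjusted p = 0.0980, edgeR's quasi-likelihood test). It was called by the exact test (adjusted p = 0.000213), by DESeq2 (adjusted p = 1.68e-08), without the expression filter (adjusted p = 0.00843) and without Milk 1 (adjusted p = 0.00189).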

Interestingly, it has been reported that blocking CXCL13 expression prevents the emergence of aggressive and metastatic prostate cancers treated with hormone ablation therapies [51].

## 7. Discussion

There is considerable discordance in the toxicological literature with regards to the potential estrogenicity and reproductive toxicity of soy infant formula as the result of the presence of the isoflavone phytoestrogens genistein and daidzein. This is especially true of effects on male reproductive development. Neonatal estrogens are well-known to reduce testis size, suppress steroidogenesis, and decrease testosterone concentrations [21,22,23,24]. Similar effects have been observed in rodents following perinatal treatment with genistein- or soy-containing diets [21,25,26]. Moreover, Sharpe et al. have reported decreased serum testosterone and increased Leydig cell numbers in marmoset monkeys after postnatal feeding of soy formula, suggesting development of compensated Leydig cell failure [11,12]. In contrast, studies in our laboratory have observed no male reproductive toxicity following lifetime feeding of soy protein isolate (SPI), the sole protein source in soy formula, and no pattern of estrogen-regulated gene in prenatal rats fed SPI in direct comparison to the effects of E2 [27,30,34]. Some of these differences may be related to the different effects of soy foods, which are complex mixtures of proteins and over 100 phytochemicals in addition to isoflavones, to differences in developmental window and route of administration, and to species’ differences in isoflavone metabolism [52,53]. Rodents and marmoset monkeys metabolize daidzein to the more potent estrogenic metabolite equol, whereas human infants do not make equol until after weaning [53,54]. The current study utilized the piglet, a more appropriate animal model for male neonatal development, which does not make equol [53], and directly compared the effects of soy and cow’s milk formula feeding with that of sow milk and the effects of cow’s milk formula supplementation with pure genistein levels comparable with those in soy formula or with E2 as a positive control.

E2 supplementation of cow’s milk formula resulted in the expected decrease in testis weight, steroidogenesis, and serum testosterone. In addition, E2 resulted in morphological changes in the neonatal pig testis, including increased tubular area, Sertoli and germ cell numbers, and significantly reduced serum FSH concentrations, and produced expected changes in testis gene expression profiles linked to endocrine/metabolic disorders. In contrast, neither soy formula nor pure genistein supplementation at levels comparable to those seen in soy formula had similar effects. In fact, soy formula significantly decreased tubular area and Sertoli cell numbers relative to those in the Sow group, and soy formula and genistein significantly increased FSH.

It is unclear if the effect on neonatal FSH has physiological significance, but this effect is clearly not associated with the activation of estrogenic signaling. In fact, these effects on testicular cellularity and FSH suggest possible anti-estrogenic actions as a result of competition between low-affinity isoflavones and high-affinity endogenous estrogens at the level of the estrogen receptors or estrogen-independent actions. In this regard, anti-estrogenic effects of SPI have previously been reported in the rat mammary gland [32]. The only similarity between SPI and E2 effects resided in a small increase in germ cell numbers in soy formula-fed vs. cow’s milk formula-fed groups which did not differ significantly from the germ cell numbers observed in sow milk-fed piglets. These results also differ significantly from those described by Sharpe et al. in marmoset monkeys fed soy formula [11,12] with no effects on testis size, serum testosterone, or Leydig cell numbers and no effect on serum LH concentrations. These effects may reflect species’ differences in isoflavone metabolism given the extensive production of equol in monkeys and lack of equol in piglets and human infants prior to weaning [53]. A more detailed characterization of testicular effects of diet, genistein, and E2 using RNAseq revealed clear E2 effects on multiple testicular pathways in the M + E2 group vs. the Milk group, but little overlap between E2 and soy formula-fed groups or between the genistein-supplemented and soy formula-fed groups. These data are consistent with previous studies on genome-wide comparisons of the effects of estradiol and soy protein isolate/soy formula in estrogen-responsive tissues of rat and piglets of different sexes and ages indicating that soy acts as a selective estrogen receptor modulator (SERM) rather than a complete estrogen, only overlapping with a small subset of estrogen-responsive pathways [28,29,30,31,32,33,34]. The strengths of this study are that it compared the effects of physiologically relevant levels of estrogens with that of soy formula in an animal model where commercial infant formula could be fed orally during the developmental window, corresponding to formula feeding in infants and where the pattern of isoflavone metabolites was the same as that found in infants. The limitations are that the number of animals per group was small, that extrapolation between animal models and humans must always be treated with caution, and that it is very difficult to definitively prove a negative.

In this regard, it is important to note that our data are also consistent with those of two recent human longitudinal clinical studies of breast-fed and formula-fed male infants. Clinical studies of soy formula-fed infants utilizing ultrasound analysis of breast bud, testis, and prostate development at ages of one and five years in the “Beginnings Study” at the Arkansas Children’s Nutrition Center found no significant effects of soy formula vs. cow’s milk formula in male infants [6,7]. Likewise, a more recent study at the NIEHS also found no significant effects of soy formula vs. cow’s milk formula on breast bud development or urethral epithelial maturation index or estrogen or FSH hormone trajectories in soy formula-fed boys during the first seven months of life [10]. These clinical studies differed in results relating to formula-fed girls. In the “Beginnings Study”, no significant effects of soy formula feeding were observed on breast bud development and uterine or ovarian development using ultrasound analysis of girls fed soy vs. cow’s milk formula at ages of one and five years [6,7]. In contrast, the NIEHS study observed a significantly higher vaginal cell mitotic index and slower decreases in uterine volume in soy formula-fed vs. those in cow’s formula-fed girls [10]. However, these investigators also observed no effects of soy on breast bud dimeter or hormone concentrations in infant girls. It is unclear why the results of these clinical studies differ. In particular, it is unclear why, if soy indeed acts as an estrogen, the latter study did not also observe significant effects on female breast bud development or on male parameters, both of which have been shown to be highly sensitive to estrogens. An additional epigenetic analysis of the vaginal cells from the formula-fed girls in the NIEHS study has been conducted [9]. This study observed changes in methylation of CpG islands near the transcription start site of one estrogen-regulated gene proline rich 5-like (PRR5L) in cells from soy formula-fed girls vs. that of cow’s milk formula group. Such a result is not inconsistent with the hypothesis that soy acts as a SERM interacting with a small subset of estrogen-regulated genes.

## 8. Conclusions

These data strongly suggest that neither soy formula nor genistein were estrogenic in the neonatal porcine testis and that soy formula feeding during neonatal development did not significantly affect male reproductive development in this model. Moreover, these data are consistent with the conclusions of three recent comprehensive reviews of the clinical literature on the effects of dietary isoflavones and soy products [17,55,56] that there is little to no evidence that genistein or other phytoestrogens in soy formula consumed during the postnatal period significantly alter male reproductive development. Collectively, these studies are in agreement with the support of experts in the U.S. for the use of soy formula as a safe and cost-effective alternative to cow’s milk formula [55].

## Figures and Tables

**Figure 1:**
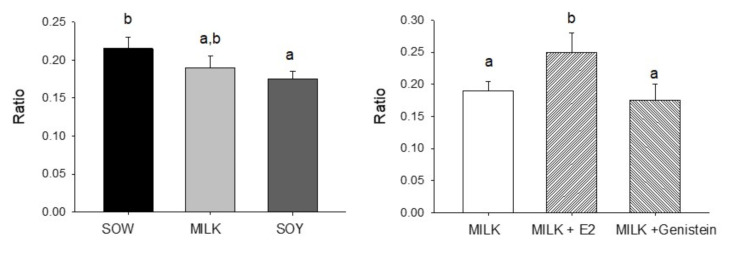
Effects of infant formula or estradiol (E2) and genistein on piglet testicular tubule area/total area. Data are mean ± SEM based on assessment of 4 fields from 3 sections of each animal (*n* = 6/group). a < b statistically different.

**Figure 2:**
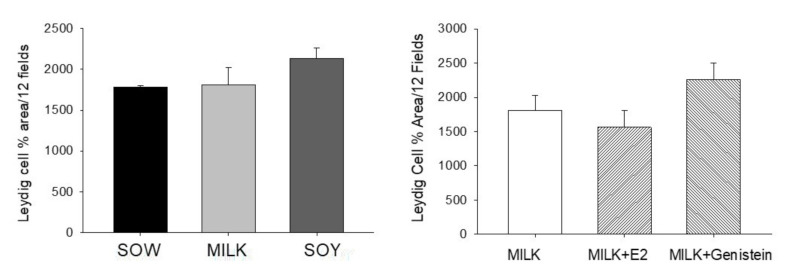
Effects of infant formula or estradiol (E2) and genistein on piglet testicular Leydig cell numbers. Data are mean ± SEM based on assessment of 4 fields from 3 sections of each animal (*n* = 6/group). There were no significant differences between groups.

**Figure 3:**
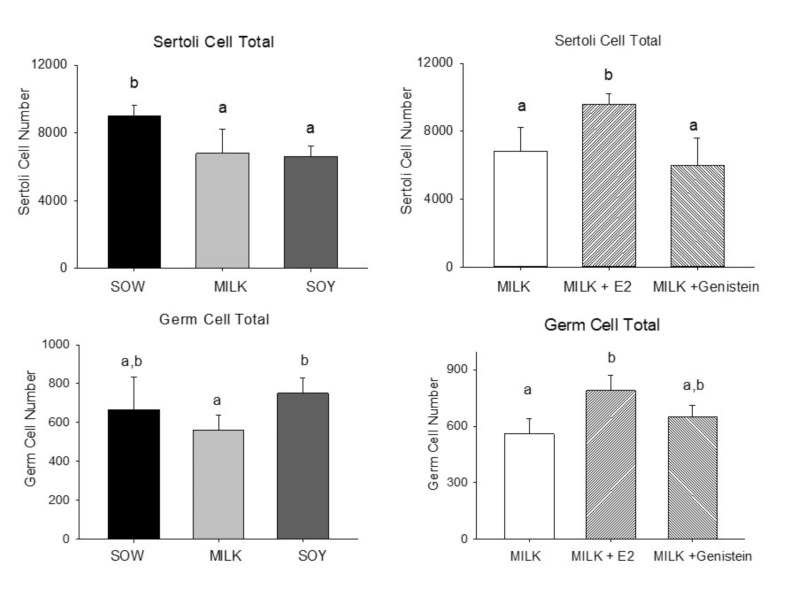
Effects of infant formula or estradiol (E2) and genistein on piglet testicular Sertoli cell and germ cell numbers. Data are mean ± SEM based on assessment of 4 fields from 3 sections of each animal (*n* = 6/group). a < b statistically different.

**Figure 4:**
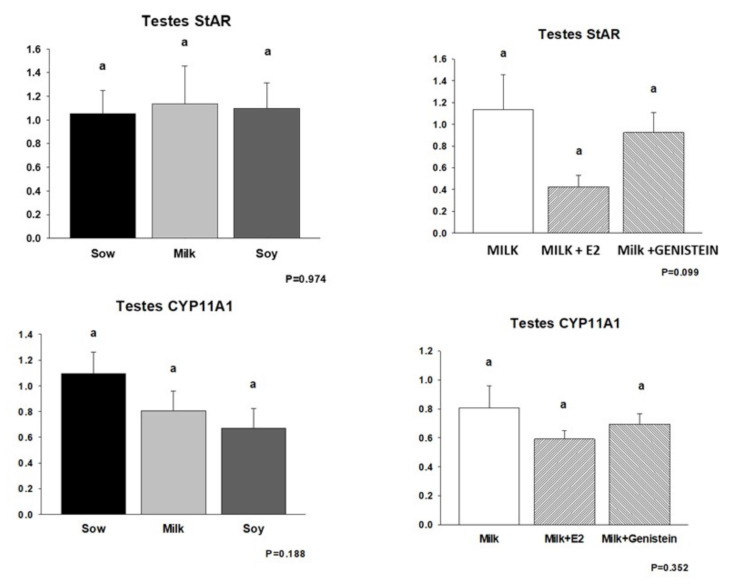
Effects of infant formula or estradiol (E2) and genistein on piglet testicular steroidogenic enzyme mRNA expression I: steroid-activated receptor (StAR) and cytochrome P450 CYP11A1. Data are mRNA/18S relative to sow milk (Sow) (formulas) or relative to cow’s milk formula (MILK) (E2/genistein) (*n* = 6/group). One-way ANOVA followed by Student–Newman–Keuls post hoc analysis only showed a trend (*p* = 0.99) for reduction of StAR mRNA expression by MILK + E2 relative to those of MILK or MILK + genistein. Means with the same superscript letter a do not differ statistically.

**Figure 5:**
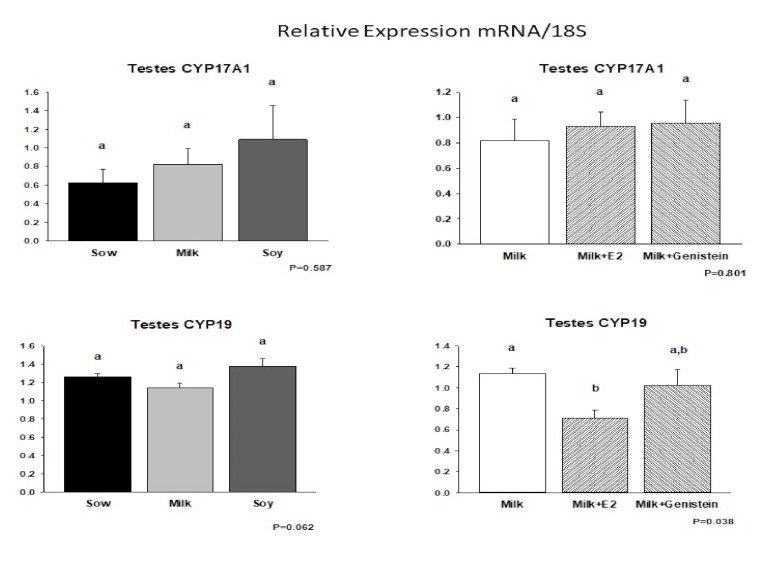
Effects of infant formula or estradiol (E2) and genistein on piglet testicular steroidogenic enzyme mRNA expression II: cytochrome P450 17A1 (CYP17A1) and cytochrome P450 19 (aromatase, CYP19). Data are mRNA/18S relative to sow milk (Sow) (formulas) or relative to cow’s milk formula (MILK) (E2/genistein) (*n* = 6/group). One-way ANOVA followed by Student–Newman–Keuls post hoc analysis only showed a trend (*p* = 0.062) for increased CYP19 mRNA expression by soy formula relative to that of sow milk or cow’s milk but b < a, *p* < 0.05 for E2 in cow’s milk relative to that in cow’s milk.

**Figure 6:**
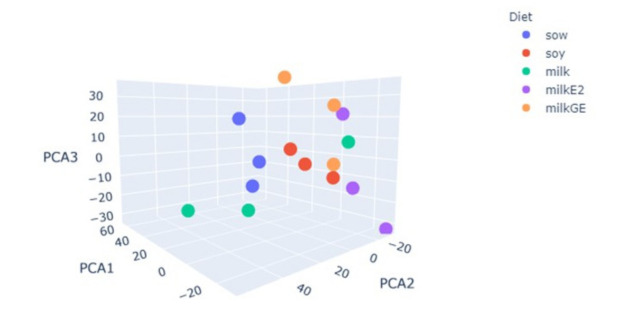
Principal component analysis(PCA) of pig testicular mRNAseq data demonstrating lack of clustering between soy formula-, genistein-, or E2-treated groups.

**Figure 7:**
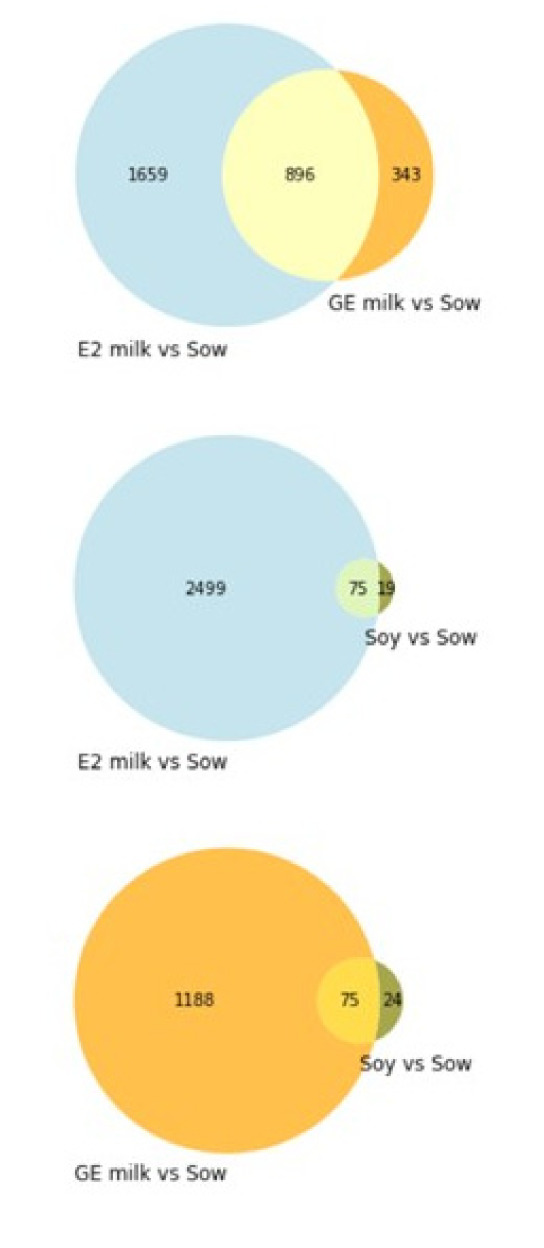
Pie charts illustrating overlap in gene expression profiles between E2 and genistein groups; E2 and soy formula groups and genistein and soy formula groups.

**Figure 8:**
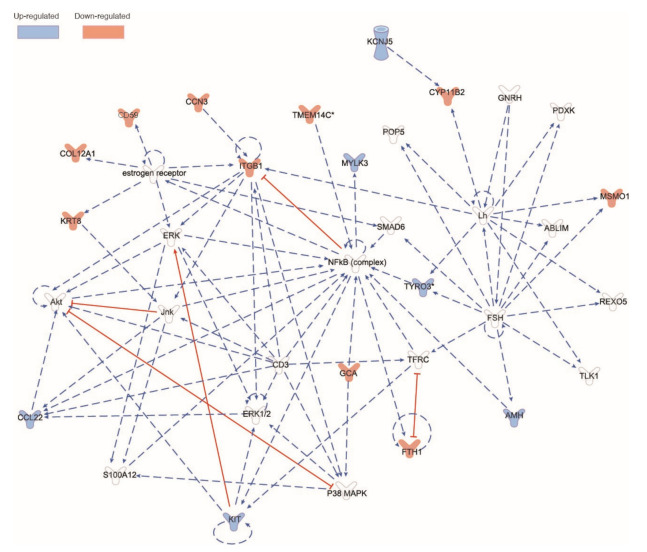
Ingenuity Pathways Assist analysis of M + E2 effects on gene expression and biochemical pathways relative to those of the Milk group. Estrogen induced and inhibited testicular gene expression. Gene names abbreviated according to the NCBI database (GeneCards.org).

**Table 1:** Serum isoflavone concentrations in neonatal piglets fed sow milk or formula.

Diet	Genistein (pg/mL)	Daidzein (pg/mL)	Equal (pg/mL)	0-DMA (pg/mL)	Glycitein (pg/mL)
Sow Milk	56 ± 8 ^a^	256 ± 7 ^a^	5 ± 1	0 ^a^	139 ± 87 ^a^
Milk Formula	23 ± 9 ^a^	2 ± 1 ^a^	4 ± 1	0 ^a^	0 ^a^
Soy Formula	1712 ± 212 ^b^	1673 ± 374 ^b^	3 ± 1	2995 ± 714 ^b^	4567 ± 867 ^b^
Milk + Genistein	1898 ± 515 ^b^	7 ± 1 ^a^	9 ± 3	0 ^a^	379 ± 241 ^a^
Milk + E2	142 ± 1 ^a^	3 ± 2 ^a^	5 ± 1	2 ± 1 ^a^	9 ± 1 ^a^

Data are mean ± SEM (*n* = 6). Means with different letters are significantly different *p* < 0.05, ^a^ < ^b^ by one-way ANOVA followed by Student–Newman–Keuls post hoc analysis.

**Table 2:** Body and sex organ weights of neonatal pigs fed sow milk or formula.

	Body Weight	Testis Weight	%BW	Prostate Weight	%BW
	(kg)	(g)		(g)	
Sow Milk	7.30 ± 0.18	6.64 ± 0.76 ^a^	0.0090 ± 0.0009	0.38 ± 0.02	0.0005 ± 0.0001
Milk Formula	8.33 ± 0.27	7.93 ± 0.57 ^a,^*	0.0096 ± 0.0010 *	0.37 ± 0.03	0.0005 ± 0.0001
Soy Formula	8.52 ± 0.38	10.54 ± 1.37 ^b^	0.0122 ± 0.0013	0.31 ± 0.04	0.0004 ± 0.0001
Milk + Genistein	7.88 ± 0.42	9.46 ± 1.50 ^a,^*	0.0122 ± 0.0014 *	0.36 ± 0.05	0.0005 ± 0.0001
Milk + E2	8.27 ± 0.47	4.31 ± 0.5 ^a,#^	0.0052 ± 0.0006 ^#^	0.44 ± 0.05	0.0005 ± 0.0001

Data are mean ± SEM (*n* = 6). Means with different letters are significantly different from that of the sow milk group *p* < 0.05, ^a^ < ^b^; means with different symbols are significantly different from that of the milk formula group *p* < 0.05, ^#^ < * by one-way ANOVA followed by Student–Newman–Keuls post hoc analysis.

**Table 3:** Gonadotropin–testis axis hormones in serum of male piglets fed sow milk or formula.

Diet	FSH (mIU/mL)	LH (mIU/mL)	Androsterone (ng/mL)	Testosterone (ng/mL)	DHT (ng/mL)
Sow Milk	0.10 ± 0.05 ^a^	0.007 ± 0.007	76 ± 8 ^b^	0.52 ± 0.10 ^b^	1.65 ± 0.17
Milk Formula	0.13 ± 0.04 ^a,#^	0.047 ± 0.02	42 ± 6 ^a,#^	0.35 ± 0.02 ^b,*^	1.33 ± 0.17
Soy Formula	0.52 ± 0.04 ^b^	0.001 ± 0.001	86 ± 5 ^b^	0.50 ± 0.10 ^b^	1.46 ± 0.14
Milk + Genistein	0.34 ± 0.04 ^b,^*	0.052 ± 0.003	64 ± 8 ^b,^*	0.42 ± 0.08 ^b,^*	1.24 ± 0.20
Milk + E2	0.07 ± 0.04 ^a,#^	0.040 ± 0.03	28 ± 6 ^a,#^	0.09 ± 0.02 ^a,#^	0.88 ± 0.26

ANOVA results for group comparison and post hoc analysis. Data are mean ± SEM (*n* = 6), and means with differing letters differ significantly from that of the sow milk group *p* < 0.05, ^a^ < ^b^; means with different symbols within the milk groups differ from those of the milk formula group *p* < 0.05, ^#^ < *.

**Table 4:** Serum levels of non-androgenic steroid hormones in male piglets fed sow milk or formula.

Diet	DHEA (ng/mL)	DHEA-S (ng/mL)	Progesterone (ng/mL)	Estradiol (pg/mL)	Estrone (pg/mL)
Sow Milk	3.9 ± 0.2	29.7 ± 1.1 ^a^	4.20 ± 0.25 ^b^	115 ± 22 ^a^	354 ± 42 ^a^
Milk Formula	4.5 ± 0.2	30.5 ± 1.6 ^a^	0.59 ± 0.05 ^a^	78 ± 18 ^a,#^	240 ± 23 ^a,#^
Soy Formula	4.2 ± 0.2	36.7 ± 1.2 ^b^	1.12 ± 0.23 ^a^	113 ± 12 ^a^	335 ± 31 ^a^
Milk + Genistein	4.2 ± 0.4	32.1 ± 1.0 ^a,b^	0.54 ± 0.26 ^a^	108 ± 12 ^a^	284 ± 21 ^a,#^
Milk + E2	4.5 ± 0.4	32.7 ± 2.2 ^a,b^	0.85 ± 0.21 ^a^	1376 ± 418 ^b,^*	1615 ± 321 ^b,^*

Data are mean ± SEM (*n* = 6). Means with differing letters are significantly different from the sow milk group *p* < 0.05, ^a^ < ^b^. Means with different symbols are significantly different from the milk formula group within milk-fed groups *p* < 0.05, ^#^ < * by one-way ANOVA followed by Student–Newman–Keuls post hoc analysis.

**Table 5:** Top KEGG pathways for Milk + E2 vs. Sow groups.

PATHWAY	*p*-Value	FDR
ssc05204: Chemical carcinogenesis	0.027065737	0.481770112
ssc04146: Peroxisome	0.030864823	0.515056728
ssc00980: Metabolism of xenobiotics by cytochrome P450	0.036679394	0.576082249
ssc01212: Fatty acid metabolism	0.051689275	0.766724247
ssc00100: Steroid biosynthesis	0.071473127	0.970909091
ssc05205: Proteoglycans in cancer	0.092373727	0.970909091
ssc03018: RNA degradation	0.097239374	0.970909091
ssc04260: Cardiac muscle contraction	0.097239374	0.970909091
ssc00650: Butanoate metabolism	0.0987639250	0.970909091

FDR: false discovery rate.

## Data Availability

All the RNAseq data are publicly available via the NCBI SRA database (GSE 1688627).

## Supplementary Materials

The following supporting information can be downloaded at: www.mdpi.com/article/10.3390/nu14051126/s1, Tables S1–S3: Up- and downregulated testicular genes by M + E2, M + G and soy vs. sow formula-fed.

# Supplementary material for: Soy Formula Is Not Estrogenic and Does Not Result in Reproductive Toxicity in Male Piglets: Results from a Controlled Feeding Study
**Source:** Nutrients. 2022 Mar 7;14(5):1126. doi: 10.3390/nu14051126
**Supplement:** Supplementary file 1

| Reannotated Gene | Gene                | Fold Change | FDR  |
|------------------|---------------------|-------------|------|
| SMAD6            | SMAD6               | 7.6         | 0.01 |
| PCDHGA4          | PCDHGA4_tv1         | 7.5         | 0    |
| LOC100514340     | ENSSSCG00000032383  | 7.4         | 0.04 |
| MT-TV            | ENSSSCG00000018062  | 6.9         | 0    |
| NRIP2            | NRIP2               | 5.8         | 0.02 |
| SPTA1            | SPTA1               | 4.5         | 0.03 |
| UGT1A1           | ENSSSCG00000036274  | 4.2         | 0.01 |
| GUSB             | GUSB                | 4           | 0.02 |
| TMEM37           | TMEM37              | 3.9         | 0    |
| RNF183           | RNF183              | 3.9         | 0.04 |
| LOC110260790     | ENSSSCG000000049984 | 3.6         | 0.04 |
| APLN             | APLN                | 3.2         | 0.01 |
| NIM1K            | NIM1K               | 3.2         | 0    |
| TNR              | TNR                 | 3.1         | 0.01 |
| LINGO1           | LINGO1              | 3           | 0.04 |
| NTF3             | NTF3                | 3           | 0.02 |
| CARNS1           | CARNS1              | 2.6         | 0.01 |
| CDK18            | CDK18_tv3           | 2.6         | 0.04 |
| GRIN2C           | GRIN2C              | 2.4         | 0.04 |
| TP53INP2         | TP53INP2_tv1        | 2.4         | 0    |
| APLNR            | APLNR               | 2.4         | 0.04 |
| LDLR             | LDLR_tv1            | 2.4         | 0.04 |
| ASCC2            | ASCC2               | 2.2         | 0.04 |
| IRAK2            | IRAK2               | 2.1         | 0.04 |
| CTRB2            | CTRB2               | -2.1        | 0.05 |
| DIPK2A           | DIPK2A              | -2.2        | 0.04 |
| NUF2             | NUF2                | -2.2        | 0.04 |
| PDK4             | PDK4                | -2.2        | 0.01 |
| SLF1             | SLF1                | -2.2        | 0.03 |
| TXLNB            | TXLNB               | -2.3        | 0.04 |
| TXNIP            | TXNIP_tv1           | -2.3        | 0    |
| CCNG2            | CCNG2               | -2.3        | 0.03 |
| PLBD1            | PLBD1               | -2.5        | 0    |
| FAM72A           | ENSSSCG00000039370  | -2.5        | 0.02 |
| TNNT1            | TNNT1               | -2.5        | 0.04 |
| PPM1K            | PPM1K               | -2.6        | 0    |
| GRB14            | GRB14               | -2.6        | 0.02 |
| ALK              | ALK                 | -2.7        | 0.01 |
| VSIG1            | VSIG1_tv2           | -2.7        | 0    |
| ARRDC3           | ARRDC3_tv1          | -2.8        | 0    |
| RPS24Ps*         | ENSSSCG00000016840  | -2.8        | 0.03 |
| RPS23L*          | ENSSSCG00000012200  | -2.8        | 0.01 |
| IGJ              | IGJ_tv1             | -2.9        | 0.05 |
| MGAT4C           | MGAT4C              | -2.9        | 0.01 |
| LOC110261477     | LOC110261477        | -2.9        | 0.02 |
| SELENOP          | SELENOP             | -3          | 0    |

|                                    |                                    |       |      |
|------------------------------------|------------------------------------|-------|------|
| TDH                                | ENSSSCG00000021767                 | -3.1  | 0    |
| SPP1                               | SPP1_tv1                           | -3.3  | 0    |
| RGS18                              | RGS18                              | -3.4  | 0.01 |
| LRRC39                             | LRRC39                             | -3.4  | 0    |
| COCH                               | COCH                               | -3.6  | 0    |
| FCGR3A                             | FCGR3A_tv3                         | -3.6  | 0.03 |
| ENSSSCG00000035654                 | ENSSSCG00000035654                 | -3.6  | 0    |
| IFI27                              | ISG12(A)                           | -3.9  | 0    |
| BEX2                               | ENSSSCG00000039273                 | -3.9  | 0    |
| LY96                               | LY96                               | -4.3  | 0    |
| FMO1                               | FMO1_tvX2                          | -4.8  | 0    |
| SNX31                              | SNX31                              | -4.8  | 0.04 |
| ENSSSCG00000042146                 | ENSSSCG00000042146                 | -5    | 0.03 |
| IFI6                               | IFI6                               | -5.1  | 0    |
| lncRNA                             | lncRNA                             | -5.2  | 0.01 |
| GZMH                               | GZMH                               | -6.2  | 0.05 |
| LOC106505425                       | ENSSSCG00000048436                 | -6.2  | 0.04 |
| ANKRD22                            | ANKRD22                            | -6.3  | 0.03 |
| ENSSSCG00000045049                 | ENSSSCG00000045049                 | -7.2  | 0.01 |
| TMPRSS15                           | TMPRSS15                           | -7.5  | 0.04 |
| KLK1                               | KLK1                               | -8    | 0.01 |
| CYP3A29                            | CYP3A29                            | -8.2  | 0.05 |
| CXCL13                             | CXCL13                             | -9.6  | 0    |
| S100A12                            | S100A12                            | -13.3 | 0    |
| UNK95*                             | UNK95*                             | -13.3 | 0.01 |
| RNASE12                            | RNASE12                            | -23.7 | 0.01 |
| Endonuclease/reverse transcriptase | Endonuclease/reverse transcriptase | -23.9 | 0    |
| PHYHIPL                            | PHYHIPL                            | -40   | 0    |
| ENSSSCG00000046140                 | ENSSSCG00000046140                 | -91.8 | 0    |

# Supplementary material for: Soy Formula Is Not Estrogenic and Does Not Result in Reproductive Toxicity in Male Piglets: Results from a Controlled Feeding Study
**Source:** Nutrients. 2022 Mar 7;14(5):1126. doi: 10.3390/nu14051126
**Supplement:** Supplementary file 1

| Ingenuity Canonical Pathways                   | -log(p-value) |
|------------------------------------------------|---------------|
| Mitochondrial Dysfunction                      | 5.93          |
| Oxidative Phosphorylation                      | 4.97          |
| Citrulline-Nitric Oxide Cycle                  | 3.66          |
| Arginine Biosynthesis IV                       | 3.48          |
| Urea Cycle                                     | 3.48          |
| Superpathway of Citrulline Metabolism          | 2.65          |
| Superpathway of Cholesterol Biosynthesis       | 2.11          |
| Sirtuin Signaling Pathway                      | 1.95          |
| L-serine Degradation                           | 1.85          |
| Trans, trans-farnesyl Diphosphate Biosynthesis | 1.73          |
| Ferroptosis Signaling Pathway                  | 1.68          |
| GP6 Signaling Pathway                          | 1.68          |
| Tyrosine Degradation I                         | 1.63          |
| Ceramide Biosynthesis                          | 1.55          |
| Zymosterol Biosynthesis                        | 1.55          |
| Semaphorin Signaling in Neurons                | 1.5           |
| Mineralocorticoid Biosynthesis                 | 1.43          |
| Estrogen Receptor Signaling                    | 1.39          |
| Glucocorticoid Biosynthesis                    | 1.38          |
| Glucocorticoid Receptor Signaling              | 1.36          |

How the deposited data were processed for this re-analysis (not part of the article)

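RNA from the testes of 15 male piglets was measured by sequencing, with 1 library per piglet and 3 piglets in each of the 5 diet groups (Sow, Milk, Soy, M + E2 and M + G). The labels of the libraries and the column names of the table gave the diet of each library. In the column names of Sow and of Soy, 1 library carries no number, and the others are numbered 2 and 3. The sample labels number all libraries of these groups from 1 to 3. By elimination the unnumbered column would be library 1, which was not used here. The remaining groups are numbered from 1 to 3.

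The authors trimmed the reads, mapped them with the CLC Genomics Workbench and deposited the number of reads counted on each gene and library. These values are counts without normalization. They were checked to be whole numbers, with totals that differ between libraries. The table lists 30476 genes by Ensembl identifier, 16446 of them with a gene symbol. The paper mapped reads first to the gene library of the Porcine Translational Research Database, and the reads left over to the Ensembl pig genome. Expression of that gene library was not analysed here, and whether the counts used here hold all reads was not determined. Each library had at least 6097552 reads on genes, most of the average number of reads per sample that the paper gives. This argues against counts of left-over reads alone. Gene names were taken from the table, and for a few identifiers from the paper's Tables S1 to S3. Positions were taken from a RefSeq annotation of Sscrofa11.1 by gene symbol, which gave a position for 11779 of the 15634 tested genes (75.3%). The number of columns left unused was 0.

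Between 6097552 and 9488579 reads per library were counted on genes (median 8198038). A gene with 0 reads in a library may be present at up to 3 reads, and this floor, like every count, covers counting error only.

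Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes were normalized by edgeR's TMM method. Genes were kept by edgeR's filterByExpr at its default minimum count of 10, which left 15634 genes over the 14 libraries of the comparisons and 15328 over all 15. Groups were compared with edgeR's quasi-likelihood F test, in a single fit of the 5 groups, which then share the estimate of the spread. Sow 2 was left out of the comparisons because the paper excluded it for correlations below 0.9, so Sow has 2 libraries there. It was not determined here whether each of the paper's counts relative to Sow used 2 or 3 Sow libraries. The replicate numbers were not used as a block. No pairing was taken from the labels or the paper. The deviations of the Milk and M + G libraries with the same number from their group means had r of 0.242, 0.531 and 0.442. Their mean was the highest of the 6 possible matchings, too few to tell a pairing from chance. A pairing of Milk with M + G by number therefore stays open. The values gave no sign of a pairing of M + E2 with Milk (r from −0.358 to −0.0669) or with M + G (from −0.154 to 0.134). Genes were called at a Benjamini-Hochberg adjusted p of 0.05 or less and a change of at least 2-fold, as in the paper. Adjusted p-values are from this test unless another is named. Standard errors were derived from it, as the absolute log2 fold change divided by the square root of the F statistic. They are not direct estimates of the model. The comparisons were M + E2, M + G, Soy and Milk against Sow, M + E2, M + G and Soy against Milk, and Soy against M + E2. The authors used edgeR's exact test.

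Principal component analysis used log2 CPM with a prior count of 1, and groups were compared by the pseudo-F ratio over all genes with 100000 permutations, or with all splits of 6 libraries for pairs of groups. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with fry beside it. The lists were oxidative phosphorylation, ribosome, sterol biosynthesis, xenobiotic metabolism, steroidogenic genes, markers of Leydig, Sertoli and germ cells, epididymal or rete epithelium, erythroid cells, T cells and macrophages, and interferon-stimulated genes. They were written by hand before the data were examined, without a KEGG table. Of the 10 Leydig cell markers, 8 are also in the list of steroidogenic genes, and no other lists share a gene. Because comparisons with Sow share their control, overlaps were set beside 20 simulated draws of unchanged groups against the Sow libraries.

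The genes named in the text are those that the paper's sections 6.5 and 6.6 and the coloured nodes of Figure 8 name. Added to these are, for each comparison, the 3 called genes with a symbol and the largest rise, and the 3 with the largest fall, among those whose groups do not overlap. This rule, the tests and the alternatives were set before the data were examined. The alternatives were all 3 Sow libraries, a fit of only the groups compared, each library left out in turn (for Sow unnumbered and Sow 3 with Sow 2 put back, so that Sow keeps 2 libraries), the replicate number as a block, no filter, at least 10 counts in every library, DESeq2's size factors, DESeq2's Wald test, edgeR's exact test and adjusted p alone. For the lists it was fry, for the principal components scaled genes and a prior count of 0.1, and for the correlations Spearman's coefficient and all genes. Alternatives added after the data were seen were the exact test for the overlaps of calls, the exact test with all 3 Sow libraries, the mean level of the ribosome list as a covariate, a fit of Milk, M + E2 and M + G alone, and fits of Milk and M + G alone with and without the replicate number as a block.

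The tests were tried on simulated counts with 200 genes changed 4-fold. The quasi-likelihood test recovered 93.0% of them with 7 other calls among 15362 genes (3 libraries against 2) and 97.5% with 4 other calls (3 against 3). It made 0 calls in Soy against Milk, where no gene was changed. These counts were simulated gene by gene. The exact test recovered 97.5% with 49 other calls among 14712 genes (3 against 2) and 99.5% with 28 other calls among 14339 genes (3 against 3). DESeq2 recovered 99.0% with 14 other calls among 15634 genes (3 against 3). A ribosome list lowered 1.5-fold was called in 2 of 2 comparisons by camera and by fry, with 1 other call by camera and 0 by fry in 15 other tests. In the 20 draws of unchanged groups built from the residuals of whole libraries, the quasi-likelihood test made calls relative to Sow in 1 draw for M + E2 (1182), 0 for M + G, 2 for Soy (at most 580.0) and 1 for Milk (1947). The exact test made at most 1528, 787, 997 and 2616 calls in them, with medians of 1, 4, 4 and 41. The residuals were drawn with replacement and with random sign, so those of 1 library can recur within a group or in several groups. This recurrence may itself raise the calls and the shared calls of some draws. In such draws, changes common to whole libraries can therefore give many calls without a diet effect.

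RNF213, DAZL, KRT19, CXCL13 and UNK37 were not analysed here. The RT-PCR, hormone and morphology data were not used here. Of the genes that the naming rule picks, 1 is not reported here.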

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

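The tests in this part were chosen only after the results were seen, except the counts of other splits of the libraries. The diet groups hold 3 libraries each, too few for a test of single outlying libraries.

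The paper does not report genes for Milk against Sow. In this comparison 3 genes were called without Sow 2 and 9 with all 3 Sow libraries. In the fit with all 3 Sow libraries, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, in the quasi-likelihood test and in the exact test (427 calls). Among the genes called were PHYHIPL (log2 fold change −4.33, edgeR's quasi-likelihood test, adjusted p = 0.0183) and ENSSSCG00000048477 (−4.56, adjusted p = 0.00357). Without Milk 1, Milk 2 or Milk 3 there was 1 call, ENSSSCG00000048477. In a fit of only these groups 0 genes were called (1163 at an unadjusted p below 0.05), and PHYHIPL and ENSSSCG00000048477 both had an adjusted p of 0.189 (edgeR's quasi-likelihood test).

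PHYHIPL and ENSSSCG00000048477 were lower in all 12 formula-fed libraries than in any Sow library. The lowest Sow level was 7.26-fold above the highest level of the other libraries for PHYHIPL and 6.72-fold for ENSSSCG00000048477. In all 3 Sow libraries the counts of ENSSSCG00000048477 followed those of PHYHIPL (183, 130 and 86 against 412, 302 and 210). The position of ENSSSCG00000048477 was not used here, so reads shared with PHYHIPL were not examined. The tables argue against Sow and Soy libraries that were made or processed together and apart from the others, since the mean level of PHYHIPL was 1.70 CPM in Soy, as low as in the milk formula groups. A difference between sow milk and formula stays open and was not tested, since the design sets Sow against all other diets.

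ENSSSCG00000018071, a gene that the paper does not discuss, was higher in Soy than in Milk (log2 fold change 1.97, standard error 0.351, adjusted p = 0.596, edgeR's quasi-likelihood test), with 129, 88 and 81 reads against 28, 28 and 14. It was called by the exact test (adjusted p = 0.0471), by DESeq2 (adjusted p = 0.00189) and with the ribosomal covariate (adjusted p = 0.0436, edgeR's quasi-likelihood test). In the exact test, 5 of the 10 splits of the Soy and Milk libraries gave as many genes as the 5 called between these diets, and in the quasi-likelihood test 10 of the 10 splits gave as many as the real 0 (381 genes at an unadjusted p below 0.05). ENSSSCG00000018071 and ENSSSCG00000018064 were also higher in Sow than in the groups fed milk formula. Their identifiers lie close to that of ENSSSCG00000018062, which the paper calls mitochondrial. Whether they are mitochondrial as well was not examined. Sow and Soy were parted from the other diets without overlap by 53 genes, against 0 to 50 genes for the other 9 pairs of diets (50 for M + E2 with M + G). Sow and Soy are also the groups in which 1 column name carries no number, although the sample labels number every library. Because the diets follow the same division, a batch of Sow and Soy libraries and an effect of cow's milk formula cannot be told apart for these genes.

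Between Soy and M + E2 23 genes were called, among them ENSSSCG00000018062, 1 of the 4 genes that the paper words as Milk + E2 against soy formula. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, in the quasi-likelihood test and in the exact test (203 calls, against at most 9 in another split). With 10 splits the share can not fall below 0.1. The count was 3 without Soy unnumbered, 47 without Soy 3, and 0 without Soy 2 (1634 genes at an unadjusted p below 0.05), M + E2 1 (1403), M + E2 2 (1481) or M + E2 3 (1686). The tables argue against soy formula alone as the cause for the whole set, since for 15 of the 23 genes every M + E2 library lay outside the range of the other 12 libraries, and for 2 every Soy library did. For 1 of these 2, ENSSSCG00000018062, they argue against E2 alone, since its lowest Soy level was 3.64-fold above the highest of the other 12 libraries. For the other genes an effect of soy formula beside one of E2 stays open. The paper calls ENSSSCG00000018062 mitochondrial, and other called genes have identifiers close to it, such as ENSSSCG00000018071 and ENSSSCG00000018072. Whether these are mitochondrial as well was not examined, so their calls may not be separate changes. Mitochondrial protein genes held 6.72% to 9.65% of the reads in Soy, 4.36% to 5.41% in M + E2 and 4.49% to 7.74% in Milk.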

How the results depend on the processing

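Values are edgeR's quasi-likelihood counts of called genes or camera's adjusted p unless another test is named. Where no cause is given below, the cause was not tested. The fits that leave out a library have fewer samples, except that those without Sow unnumbered or Sow 3 hold Sow 2 in its place, and the stricter filter tests fewer genes, by construction.

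With all 3 Sow libraries the counts relative to Sow were 2767 in M + E2, 1585 in M + G, 4 in Soy and 9 in Milk, against 781, 9, 2 and 3 without Sow 2, and the cause was not tested. Shared calls numbered 1242 for M + E2 and M + G and 9 each for Milk with M + E2 and with M + G. The steroidogenic list passed in M + E2 relative to Milk (0.0478), and relative to Sow CYP11A1 (−1.03) and CYP19A1 (−1.21) were called. These were also called in a fit of only the 2 groups (−1.05 and −1.12), by DESeq2's Wald test (−1.06 and −1.13), by the exact test (−1.05 and −1.12) and by the exact test with all 3 Sow libraries (−1.06 and −1.24).

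A fit of only the 2 groups compared, with fewer libraries to estimate the spread, called 1846 genes in M + E2, 793 in M + G, 0 in Soy (1875 at an unadjusted p below 0.05) and 0 in Milk relative to Sow (1163), and 10 between Soy and M + E2. DESeq2's Wald test called 1329, 330, 33 and 32 relative to Sow, 122 in M + E2, 2 in M + G and 6 in Soy relative to Milk, and 143 between Soy and M + E2, and it called STAR in M + E2 relative to Milk (−1.47). The exact test called 1887, 955, 54 and 18 relative to Sow, 92, 2 and 5 relative to Milk, and 203 between Soy and M + E2, and the cause was not tested. Its shared calls, an alternative chosen after seeing the data, were 674 (M + E2 and M + G), 33 (M + E2 and Soy), 17 (M + E2 and Milk), 33 (M + G and Soy), 16 (M + G and Milk) and 9 (Soy and Milk).

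Of the further alternatives chosen after seeing the data, the exact test with all 3 Sow libraries called 2980, 1930, 771 and 427 genes relative to Sow, with 1493, 585, 272, 606, 368 and 209 shared in the same order. The ribosomal covariate left 0 calls in M + E2 (1979 at an unadjusted p below 0.05), 1 in M + G, 0 in Soy (917) and 10 in Milk relative to Sow, 1 in Soy relative to Milk and 125 between Soy and M + E2. With it the adjusted p was 0.0506 for xenobiotic metabolism in M + E2 relative to Sow, 0.00839 for the steroidogenic list in M + E2 relative to Milk and 0.149 for T cell markers in Soy relative to Sow. Macrophage markers turned upward in Soy (0.521), and STAR was not called in M + E2 relative to Sow (−1.44). The cause was not tested.

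Adjusted p alone called 1246 genes in M + E2 relative to Sow. Without the filter there were 16 calls in M + G relative to Sow, 6 in M + E2, 1 in M + G and 1 in Soy relative to Milk, and 51 between Soy and M + E2. With at least 10 counts in every library there were 2 in M + G, 0 in Soy (2040 at an unadjusted p below 0.05) and 0 in Milk (1622) relative to Sow. Over all genes 0 pairs of libraries had r below 0.9. Of the lists that camera called, those that did not pass under fry were ribosome in M + E2 relative to Sow (0.0620) and to Milk (0.279), xenobiotic metabolism relative to Milk (0.0620), Leydig cell markers (0.188) and T cell markers (0.141). Relative to Sow the ribosome list did pass fry with all 3 Sow libraries (0.0345) and with Sow 2 in place of either other Sow library. Steroidogenic genes (0.315) and macrophage markers (0.836) passed neither test. Each of the 10 lists that passed fry lost that call in at least 1 of the fits without 1 library.

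With the replicate number as a replicate block, 3 genes were called in M + E2 (2876 at an unadjusted p below 0.05) and 0 in M + G (399) relative to Milk, and Leydig cell markers had an adjusted p of 0.0944. The same 9 libraries without the block, chosen after seeing the data, gave 0 calls in M + E2 (2592) and 0 in M + G (362), and 0.0818 for Leydig cell markers. With the replicate block over Milk and M + G alone, which the numbers may pair, 0 genes were called in M + G (888). The same 6 libraries without it gave 0 (167), and both fits were chosen after seeing the data. Epithelial markers had a camera adjusted p of 3.01e-12 with it and 3.06e-13 without it. Under fry this list passed in the main fit (adjusted p = 0.0457) but not with this block. The block over these groups changed no gene call and no camera call. The block was not run for comparisons with Sow or Soy, where the column name of 1 library carries no number. The alternatives for normalized values were not run, since the values are counts.

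Across the fits that each left out 1 library, the counts relative to Sow ran from 6 to 3324 in M + E2 (2891 without Sow unnumbered and 3324 without Sow 3, both with Sow 2, and 6 without any 1 of M + E2), from 1 to 2039 in M + G, from 0 to 5 in Soy (0 without Soy 2) and from 1 to 8 in Milk. Relative to Milk they ran from 0 to 1256 in M + E2 (1256 without Milk 3, 741 higher and 515 lower), from 0 to 0 in M + G and from 0 to 1 in Soy, and between Soy and M + E2 from 0 to 47. Shared calls ran from 1 to 1712 (M + E2 and M + G), from 0 to 5 (M + E2 and Soy; M + G and Soy; Soy and Milk) and from 1 to 7 (M + E2 and Milk; M + G and Milk).

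For the lists in M + E2 relative to Sow these fits gave from 1.50e-26 to 2.02e-21 for oxidative phosphorylation, from 3.59e-15 to 1.17e-09 for ribosome, from 0.000109 to 0.00558 for sterol biosynthesis and from 0.000215 to 0.00429 for xenobiotic metabolism. Relative to Milk the ranges were from 6.31e-22 to 1.86e-15, from 4.80e-12 to 0.00155, from 5.33e-12 to 0.00305 and from 0.000303 to 0.0168. They were from 1.59e-06 to 0.418 for Leydig (0.418 without Milk 3), from 4.80e-06 to 0.000384 for Sertoli and from 0.00026 to 0.0516 for germ cell markers (0.0516 without Milk 3), and from 1.07e-08 to 0.678 for steroidogenic genes (1.07e-08 without Milk 2). Epithelial markers in M + G ran from 2.24e-34 to 0.00015. In Soy relative to Sow the ranges were from 0.00141 to 0.0561 for erythroid (0.0561 without Sow 3), from 0.00091 to 0.0681 for T cell (0.0681 without Sow unnumbered), from 0.180 to 0.899 for macrophage and from 9.72e-09 to 0.0115 for interferon genes. Macrophage markers turned upward without Sow 3 (0.856) and without Soy 2 (0.782).

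In M + E2 relative to Milk the log2 fold change ran from −1.79 to −1.01 for STAR, from −0.96 to −0.41 for CYP11A1, from −0.48 to 0.15 for CYP17A1 (0.15 without Milk 3) and from −1.13 to −0.53 for CYP19A1. Relative to Sow it ran from −1.79 to −1.29, from −1.18 to −0.94, from −0.26 to −0.04 and from −1.38 to −1.10. GLB1L2 between Soy and M + E2 ran from −0.17 (without Soy 2; −0.05 without M + E2 1) to 0.49.

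The permutation test of the principal components gave p = 0.00761, with alternatives from 0.00679 (scaled genes) to 0.0468 (without Sow 2), and 0.00703 with a prior count of 0.1. With Spearman's coefficient 5 pairs had a correlation below 0.9. Of the calls in M + E2 relative to Sow 28.8% were higher, 48.4% with all 3 Sow libraries, 47.5% with the exact test and 47.0% without the filter. All 3 Sow libraries kept 771 of the 781 genes, the exact test 750.0 and DESeq2's Wald test 707. Of 54 further results for named genes, 10 had the same call and direction under every setting run, 23 lost a call under some setting, 19 gained one and 1 changed sign.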

Differences from the paper's values

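A gap between counts is called closed here, without the counts being equal, where neither count is more than 1.5 times the other, and a gap between log2 fold changes where it is within the SD between libraries.

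The paper gives 2555 genes for M + E2 relative to Sow, and 781 were called here. Of the alternatives set before the data were examined, all 3 Sow libraries (2767), a fit of only the 2 groups (1846), the fits with Sow 2 in place of Sow unnumbered (2891) or Sow 3 (3324) and the exact test (1887) closed the gap. DESeq2's Wald test (1329), no filter (1050.0), at least 10 counts in every library (820.0), DESeq2's size factors (713), adjusted p alone (1246) and the fits without 1 library of M + E2 (6 each) did not. The exact test with all 3 Sow libraries, chosen after seeing the values, closed it (2980.0). The paper's methods exclude Sow 2, while its Figure 6 shows 3 Sow libraries, and it was not determined here which of its counts relative to Sow used 2 and which used 3.

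For Soy relative to Sow the paper gives 94 genes and 2 were called here. None of the alternatives set before the data were examined closed the gap, and the nearest was the exact test (54). The exact test with all 3 Sow libraries, chosen after seeing the values, gave 771. For M + G relative to Sow, about 1200 genes in Figure 7, read by eye, are the paper's, and 9 were called here. All 3 Sow libraries (1585), the fit with Sow 2 in place of Sow unnumbered (1304) and the exact test (955) closed that gap. A fit of only the 2 groups (793), DESeq2's Wald test (330.0), no filter (16), DESeq2's size factors (12) and the others set before the data were examined did not.

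Relative to Milk the paper gives 103 genes for M + E2 and 3 for M + G, and 4 genes that it words as Milk + E2 against soy formula, with directions with respect to milk formula. Here there were 0 in M + E2, M + G and Soy relative to Milk (2772, 406 and 381 at an unadjusted p below 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test (122, 2 and 6) and the exact test (92, 2 and 5) closed these gaps, and the others did not. The count for M + E2 was 1256 without Milk 3, 6 without the filter and 3 with the replicate numbers as a block. Between Soy and M + E2, the other reading of the paper's 4 genes, 23 were called. Of the alternatives set before the data were examined only the fit without Soy unnumbered (3) closed that gap. A fit of only the 2 groups (10), no filter (51), at least 10 counts in every library (19), DESeq2's size factors (22), DESeq2's Wald test (143), the exact test (203), adjusted p alone (27) and the other fits without 1 library (0 or 47) did not.

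The paper gives 896 genes shared by M + E2 and M + G relative to Sow, and 8 were shared here. Of the alternatives set before the data were examined, all 3 Sow libraries (1242) and the fit with Sow 2 in place of Sow unnumbered (1138) closed the gap, and the other fits without 1 library and adjusted p alone did not. The exact test, chosen for shared genes after seeing the values, also closed it (674). The paper gives 75 genes shared by M + E2 and Soy and 75 by M + G and Soy, and 2 were shared here in each case. None of the alternatives set before the data were examined closed these gaps (at most 5), nor did the exact test (33 each) or the exact test with all 3 Sow libraries (585 and 606), both chosen after seeing the values.

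The log2 fold change of LECT2 in M + E2 relative to Sow is −3.68 in the paper's Table S1 and was −0.84 here, and that of SMAD6 is 1.07 in the paper's table and was 1.77 here. None of the alternatives set before the data were examined closed either gap (LECT2 from −1.04 to −0.22, SMAD6 from 1.72 to 2.01). For SMAD6 in M + G relative to Sow the paper's Table S2 gives 1.14 and the value here was 1.62. None of the alternatives set before the data were examined closed this gap, and the ribosomal covariate, chosen after seeing the values, did (1.25). For SMAD6 in Soy relative to Sow the paper's Table S3 gives 2.93 and the value here was 2.14, a gap within the SD between libraries (0.862). The alternatives gave from 1.29 to 2.48, and the gap exceeded that SD without Soy 3 (1.29) and with the ribosomal covariate (1.71).

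The paper's text states that all diet groups differed in the principal component analysis and that Milk and Soy lay apart. Here Milk and Soy had a pseudo-F of 0.606 (exact permutation p = 0.8), and M + G and Soy of 0.745. The mean distance between a Milk and a Soy library (81.9) was no larger than that within Milk (93.9) or within Soy (83.2). FOXL2, which the paper names as raised by E2, was below the expression filter, and LECT2, which it names as lowered by E2, was not called (adjusted p = 0.163, edgeR's quasi-likelihood test). SMAD6, the gene raised most in Soy in the paper, was not called (adjusted p = 0.320, same test; over its alternatives from 0.00673), but DESeq2's Wald test called it (adjusted p = 0.0482), and so did the exact test with all 3 Sow libraries (adjusted p = 0.00673), chosen after seeing the values.

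Of the genes that the paper names relative to Milk none passed both thresholds here. The exact test called KCNJ5, MYLK3, AMH, CCL22, KIT, MSMO1, CCN3, KRT8, GCA and ENSSSCG00000049464 in M + E2, EPCAM in M + G, and ENSSSCG00000046140 and ENSSSCG00000018062 in Soy. DESeq2's Wald test called KCNJ5, MYLK3, AMH, CCL22, KIT, MSMO1, GCA and ENSSSCG00000049464 in M + E2, EPCAM in M + G and ENSSSCG00000018062 in Soy. Between Soy and M + E2 it called ENSSSCG00000046140, which the quasi-likelihood test did not. Without Milk 3 the quasi-likelihood test called 9 of the 12 tested genes of Figure 8 and ENSSSCG00000049464, and it called ENSSSCG00000018062 in Soy without the filter and without Milk 1. GLB1L2, which the paper lists as raised with respect to milk formula, had a log2 fold change of 0.12 between Soy and M + E2 and was called in no comparison with Milk.

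The copies of the paper's Tables S1 to S3 used here hold 2554, 1239 and 75 entries for M + E2, M + G and Soy relative to Sow, while the paper's text gives 94 genes for Soy, so the values for Soy below cover only the 75 of this copy. Of these entries, 2125, 1017 and 59 were tested, 98.4%, 98.0% and 100% had the paper's direction, and their log2 fold changes had r of 0.939, 0.933 and 0.959 with the paper's. The quasi-likelihood test called 559, 5 and 1 of them, all 3 Sow libraries 1526, 732 and 2, and the exact test 1262, 641 and 37. The exact test with all 3 Sow libraries, chosen after seeing the values, called 1609, 814 and 47. Among the entries not called here, CYP11A1 in M + E2 was called with all 3 Sow libraries, in the fits of only the 2 groups and with Sow 2 in place of either other Sow library, by DESeq2's Wald test and by both exact tests. EPCAM in M + G was called with all 3 Sow libraries, with Sow 2 in place of either other Sow library and by both exact tests.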

Other observations

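The tests of the ribosomal level, of gene length, of the share of Leydig cells, of genistein acting on the same cells, of formula feeding for oxidative phosphorylation and of the depth of Sow 2 were chosen only after the results were seen, and the others before.

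Where all 3 Sow libraries were used, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes as the real grouping in each comparison with Sow and in both edgeR tests. Other splits gave 0 calls in the quasi-likelihood test, and in the exact test at most 2 for M + E2, 3 for M + G, 6 for Soy and 3 for Milk. The real counts of the exact test were 2980, 1930, 771 and 427. With 10 splits the share can not fall below 0.1, so a grouping by chance can not be excluded at 0.05.

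For the 781 genes called between M + E2 and Sow, 98.8% changed in the same direction in Milk against Sow, and 41.7% also by at least 0.5 times as much. The latter share was 85.4% for M + G and 51.7% for Soy. Comparisons with the same Sow libraries raise it by themselves, since in simulated unchanged groups the median was 74.5% for the genes with the smallest p. Of the 20 draws of unchanged groups built from the residuals of whole libraries, 1 gave more calls (1182) than the real 781, and the other 19 gave 0. The tables argue against lower depth of the M + E2 libraries, since 789 genes were called with every library thinned to the smallest total. They argue against a few abundant genes, since 762 were called with the 50 most abundant removed before scaling. Effects of formula feeding and of E2 cannot be told apart for this set, because M + E2 differs from Sow in both and the shared Sow libraries alone can give such shares. Gene length bias cannot be told apart either, since lengths were found for 75.3% of the tested genes, fewer than the 80% set for the test. With the ribosomal covariate 0 genes were called (1979 at an unadjusted p below 0.05). The ribosomal level differs between these diets, so the covariate removes a part of any diet effect with it, and this explanation cannot be told apart from the diet.

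Among the splits of the groups fed formula, those that did not follow the diet gave the largest counts against Milk. In M + E2 against Milk, 2 of the 10 splits gave as many genes as the 92 of the exact test, and 10 of the 10 as many as the 0 of the quasi-likelihood test (2772 at an unadjusted p below 0.05). In M + G against Milk these numbers were 4 of 10 for the 2 calls of the exact test and 10 of 10 for the 0 calls (406). The replicate numbers may pair Milk with M + G. Of the 4 splits that part all 3 such pairs, 1, the real one, gave as many as the 2 calls. All 4 gave as many as the 0 calls, and the other 6 splits part 1 pair. In Soy against Milk they were 5 of 10 for the 5 calls and 10 of 10 for the 0 calls (381). The largest counts of other splits were 369, 838 and 899 in the exact test and 2, 526 and 952 in the quasi-likelihood test. Each came from Milk 1 and Milk 2 set together with M + E2 3, M + G 2 or Soy unnumbered, except the 2 calls, from Milk 1 and Milk 3 set together with M + E2 2. In these 3 groupings with Milk 1 and Milk 2 they were the 3 of the 6 libraries with the highest ribosomal level (9.97 and 10.03 log2 CPM for Milk 1 and Milk 2, 8.79 for Milk 3). With that level as a covariate the counts against Milk were 0 in M + E2 (2440 at an unadjusted p below 0.05), 0 in M + G (478) and 1 in Soy. A division of the libraries that follows the ribosomal level, of unknown origin, may hide or add differences between these diets.

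The oxidative phosphorylation list followed the ribosomal level over the 12 libraries other than M + E2 (Pearson's r = 0.980, permutation p = 1e-05, the smallest these permutations can give). Spearman's rho was 0.916 (permutation p = 7.0e-05), r was 0.969 without the 2 farthest libraries, and 0.952 for the deviations of all 15 libraries from their diet means. The M + E2 libraries lay below this line by −0.31, −0.30 and −0.52 (mean −0.38, residual SD of the line 0.105), and the lowest of the other 12 at −0.19. The tables therefore argue against the ribosomal level as the whole cause of the low oxidative phosphorylation level in M + E2. They also argue against the feeding of cow's milk formula as the whole cause, since 60 of 60 genes were lower in M + E2 than in Milk, with a median log2 fold change of −0.79 (camera, adjusted p = 6.63e-22). Under fry, adjusted over the 17 list and comparison pairs, its adjusted p was 0.0492, but 0.0584 with all 3 Sow libraries, from 0.0223 to 0.153 with 1 library left out (passing in 1 of the 6 fits, without Milk 3), and 0.0940 adjusted over the 13 lists of this comparison. In this comparison 41 genes passed when adjusted over the list alone and 0 over all genes. Soy 3, fed formula without E2, had a list level of 5.95 log2 CPM, within the M + E2 range of 5.80 to 6.04. All other libraries fed formula without E2 lay above that range. A lower oxidative phosphorylation level under E2 is a candidate explanation, found and tested on the same data. In 1 of the 10 splits of the M + E2 and Milk libraries, the real one, the camera p of this list was as small.

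The other lists of these diets were tested in the same way. Of the 10 list and comparison pairs that passed fry, each lost that call in at least 1 of the fits with 1 library left out. In M + E2 relative to Milk the ribosome list fell, with a median log2 fold change of −0.57 (camera, adjusted p = 5.93e-07; fry, 0.279; 5 of 10 splits with a camera p as small), and 0 genes passed when adjusted over the list alone. Its median was −0.91 without Milk 3. Sterol biosynthesis had a median of −0.68 with 13 of 14 genes lower (camera, adjusted p = 1.28e-05; fry, 0.0459; 4 of 10 splits), and 6 genes adjusted over the list alone, and −0.45 without Milk 1. Xenobiotic metabolism had −0.38 with 18 of 23 lower (camera, adjusted p = 0.00154; fry, 0.0620; 2 of 10 splits), and 1 gene adjusted over the list alone. The real split gave the smallest p for none of these 3 lists, so the diet and another division of the 6 libraries cannot be told apart.

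Of the cell markers, those of Sertoli cells were higher in M + E2 than in Milk (11 of 12 genes, median log2 fold change 0.49, camera, adjusted p = 4.25e-05; fry, 0.0457), as were 8 of the 9 tested germ cell markers (median 0.51, camera, adjusted p = 0.00252; fry, 0.0245). For both lists 1 of the 10 splits gave a camera p as small, the real one. With 1 library left out the fry adjusted p ran from 0.0223 to 0.0903 for Sertoli (passing in 1 of the 6 fits, without Milk 3) and from 0.0103 to 0.0629 for germ cell markers. When adjusted over the list alone, 5 Sertoli and 1 germ cell markers passed. Germ cell markers were not called without Milk 3 (camera, adjusted p = 0.0516, the highest of its alternatives, from 5.86e-05), and their median was 0.27 without M + E2 3. Of the 8 tested Leydig cell markers 6 were lower (median −0.35, camera, adjusted p = 0.0481; fry, 0.188; 4 of 10 splits), and 2 passed when adjusted over the list alone. Their median was −0.57 without Milk 2 and −0.17 without Milk 3. A lower share of Leydig cells alone would raise the markers of every other cell type alike. The tables argue against that, since the median for macrophage markers was −0.47, beside 0.49 for Sertoli and 0.51 for germ cell markers. They cannot exclude a lower share of Leydig cells and macrophages together, since the markers of both fell. Macrophage markers were not among the 17 list and comparison pairs set for testing, and adjusted over the 13 lists of this comparison their p was 0.0359 under camera and 0.306 under fry. Over the same 13 lists fry gave 0.0940 for Sertoli and 0.0187 for germ cell markers, and camera 0.0690 for Leydig cell markers. Milk 2 carried much of the fall of the macrophage markers, whose median was −0.08 without it. Without Milk 2 these lists still lay apart, with an upper quartile of 0.09 for macrophage and a lower quartile of 0.16 for Sertoli cell markers. T cell markers had −0.33, epithelial markers 0.31, erythroid markers 0.07 and interferon-stimulated genes −0.08, and without Milk 2 T cell markers had 0.15 and interferon-stimulated genes 0.31. A change of Sertoli or germ cell share or of their transcription stays open. In the paper's sections M + E2 had a larger share of tubule area and more Sertoli and germ cells than Milk. Leydig cell numbers did not differ significantly there. Of these lists the paper names 3 Leydig, 1 Sertoli and 1 germ cell genes.

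The steroidogenic genes that the paper measured by RT-PCR were read here from the sequencing counts. STAR had 1268 ± 458 CPM (SD, n = 3) in M + E2 and 3450.1 ± 1767 in Milk, lower in all 3 libraries than in any Milk library, with a log2 fold change of −1.48 (standard error 0.381, adjusted p = 0.186, edgeR's quasi-likelihood test). It was called without Milk 3 (−1.52, adjusted p = 0.0313) and by DESeq2 (adjusted p = 0.0112, the lowest of its alternatives, up to 0.551). For CYP11A1 the log2 fold change relative to Milk was −0.64 (standard error 0.324, adjusted p = 0.313), for CYP17A1 −0.16 (standard error 0.344, adjusted p = 0.816) and for CYP19A1 −0.83 (standard error 0.325, adjusted p = 0.240, same test). Relative to Sow STAR was called, with −1.53 (standard error 0.412, adjusted p = 0.0449, same test), but not without any 1 of the M + E2 libraries (adjusted p from 0.0835 to 0.123). CYP11A1 had −1.07 (adjusted p = 0.0660), CYP19A1 −1.14 (adjusted p = 0.0575) and CYP17A1 −0.20 (adjusted p = 0.743, same test). In the fit with all 3 Sow libraries STAR, CYP11A1 and CYP19A1 were called (−1.50, −1.03 and −1.21). Of the 18 listed steroidogenic genes 11 were tested and 8 were lower than in Milk (median −0.29, camera, adjusted p = 0.0582; fry, 0.315; 5 of 10 splits with a camera p as small), and 1 passed when adjusted over the list alone. Their median ran from −0.65 without Milk 2 to 0.00402 without Milk 3. The paper names 4 of the 18.

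EPCAM and DEFB115 were highest in M + G 2, and so were 16 of the 23 other listed epithelial genes with at least 30 reads, against 1.53 expected if each library were equally often the highest. In 14 of the 23 the order of the M + G libraries was that of EPCAM (3.83 expected), and 18 were highest in some M + G library (4.60 expected). In M + G 2 the median fold over Milk was 4.21, beside 53.6 for EPCAM. ELF3 had 51 reads, PAX2 42, TSPAN1 79 and CDH1 97, and the abundant KRT8, KRT18 and SPINT2 had 2917, 180 and 346. Of the 21 listed genes tested in M + G relative to Milk 20 were higher (median 1.33, camera, adjusted p = 1.95e-17; fry, 0.0457), 12 passed when adjusted over the list alone, and 1 of the 10 splits, the real one, gave a camera p as small. Without M + G 2 the median was 0.56 with 12 of 18 genes higher (camera, adjusted p = 0.00015, the highest of its camera fits, from 2.24e-34). With the replicate block over Milk and M + G alone it was 0.69 with 12 of 14 higher (camera, adjusted p = 3.01e-12; fry, unadjusted p = 0.121), and fry did not pass without Milk 1, Milk 2 or Milk 3 (adjusted p up to 0.0813). Without Sow 2, the paper's choice, DEFB115 was at least 3.76-fold higher in M + G than in Sow, and at least 1.53-fold without M + G 2. Epididymal or rete tissue in some M + G libraries, most in M + G 2, is a candidate explanation. An effect of genistein on the same cells in all 3 piglets cannot be told apart from it. The list level ranged over 1.51 on the log2 scale in M + G and over 0.25 to 0.32 in the other diets, but the lowest M + G library (1.78) lay above the highest other library (1.69). KRT8 and most other listed genes were read in Milk as well, and the paper names 2 of the 30.

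In Soy relative to Sow the lists of blood and immune cell genes were tested. Erythroid markers were higher in 7 of 9 genes (median 0.75, camera, adjusted p = 0.00843; fry, 0.0319, but 0.0531 without Soy 3), with 3 adjusted over the list alone, but not called with Sow 2 in place of Sow 3 (camera, adjusted p = 0.0561, the highest of its alternatives, from 7.12e-05). T cell markers were lower in 11 of 13 (median −0.58, camera, adjusted p = 0.00719; fry, 0.141), with 0 adjusted over the list alone, and not called with Sow 2 in place of Sow unnumbered (0.0681) or Sow 3 (0.0579; range over its alternatives from 0.00091 to 0.149), and their median was −0.38 without Soy 2. Macrophage markers had a median of −0.06 over 12 genes (camera, adjusted p = 0.762; fry, 0.836; 0 genes adjusted over the list alone), from −0.16 without Soy 3 to 0.11 with Sow 2 in place of Sow 3. Interferon-stimulated genes were lower in 19 of 19 (median −0.81, camera, adjusted p = 7.07e-08; fry, 0.0459, but 0.0552 with all 3 Sow libraries and from 0.0620 to 0.154 with 1 library left out), with 5 adjusted over the list alone, but only 14 of 19 (median −0.41) with Sow 2 in place of Sow 3. The paper names 1 of the T cell markers and none of the other 3 lists. The erythroid level was 2.13 to 2.95 log2 CPM in all libraries fed formula and 1.69 to 1.85 in Sow, so this rise was not particular to Soy. The mean level of the interferon-stimulated genes was 4.26 in Sow, 3.46 in Soy, 3.64 in Milk, 3.68 in M + E2 and 3.60 in M + G. Milk 2 and M + G 2 lay within the Sow range. No biological explanation was tested for these lists.

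The low correlations of Sow 2 were weighed against its depth. The tables argue against low depth, since 12 of the other 14 libraries had smaller totals. Sow 2 had the highest ribosomal level of the 15 libraries (10.88 log2 CPM), which stays open as a technical or a biological difference.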
